# A novel bystander effect in tamoxifen treatment: PPIB derived from ER+ cells attenuates ER− cells via endoplasmic reticulum stress-induced apoptosis

**DOI:** 10.1038/s41419-024-06539-3

**Published:** 2024-02-15

**Authors:** Tinglin Yang, Wenhui Li, Jun Zhou, Ming Xu, Ziwei Huang, Jie Ming, Tao Huang

**Keywords:** Breast cancer, Cancer therapy

## Abstract

Tamoxifen (TAM) is the frontline therapy for estrogen receptor-positive (ER+) breast cancer in premenopausal women that interrupts ER signaling. As tumors with elevated heterogeneity, amounts of ER-negative (ER−) cells are present in ER+ breast cancer that cannot be directly killed by TAM. Despite complete remissions have been achieved in clinical practice, the mechanism underlying the elimination of ER− cells during TAM treatment remains an open issue. Herein, we deciphered the elimination of ER− cells in TAM treatment from the perspective of the bystander effect. Markable reductions were observed in tumorigenesis of ER− breast cancer cells by applying both supernatants from TAM-treated ER+ cells and a transwell co-culture system, validating the presence of a TAM-induced bystander effect. The major antitumor protein derived from ER+ cells, peptidyl-prolyl cis-trans isomerase B (PPIB), is the mediator of the TAM-induced bystander effect identified by quantitative proteomics. The attenuation of ER− cells was attributed to activated BiP/eIF2α/CHOP axis and promoted endoplasmic reticulum stress (ERS)-induced apoptosis, which can also be triggered by PPIB independently. Altogether, our study revealed a novel TAM-induced bystander effect in TAM treatment of ER+ breast cancer, raising the possibility of developing PPIB as a synergistic antitumor agent or even substitute endocrine therapy.

## Introduction

As the most common malignancy worldwide, breast cancer is classified into different subtypes according to the expression levels of hormone receptors (HRs) estrogen receptor (ER) and progesterone receptor (PR), and human epidermal growth factor receptor-2 (HER2) [1]. Estrogen receptor-positive (ER+) breast cancer is the predominant subtype among breast cancers, accounting for ~70% of cases. The mainstream treatment for ER+ breast cancer is endocrine therapy, which aims to disrupt ER signaling [2]. As one of the most widely administered endocrine therapy agents, tamoxifen (TAM) is well recognized as a frontline treatment for premenopausal women patients, leading to a 40% reduction in recurrences and a 30% reduction in deaths [3, 4]. Owing to the heterogeneous nature of ER+ breast cancer, the ER+ tumor mass demonstrated by ≥1% ER-positive stained tumor cells in immunohistochemistry (IHC) tests actually contains various amounts of ER-negative (ER−) cells [5]. Since ER is the therapeutic target of TAM, only ER+ cancer cells can be directly killed in TAM treatment according to its antagonizing effect of ER [6]. Despite TAM seeming to be unfacilitated to directly kill ER− cells, complete remissions can be achieved by TAM treatment in clinical practice, including neoadjuvant settings [7–9]. Therefore, the mechanism underlying the elimination of ER− cells during TAM treatment remains an open issue worth exploring.

A similar situation in cancer treatment was observed and defined as the bystander effect, which refers to the phenomenon that therapy-targeted tumor cells can secret factors to affect untargeted neighboring cells, resulting in attenuated cell proliferation, senescence, or even cell death [10]. The bystander effect has been researched in radiation therapy and treatment with antibody-drug conjugates [11, 12]. However, TAM treatment has not been reported to show connections with the bystander effect.

In this study, we deciphered the mechanism underlying the elimination of ER− cells in TAM treatment in breast cancer from the perspective of the bystander effect. We identified a markable reduction in tumorigenesis of ER− breast cancer cells by applying both supernatants from TAM-treated ER+ cells and a transwell co-culture system, validating the presence of a TAM-induced bystander effect. The intratumoral injection model in nude mice further consolidated our observation of the bystander effect in vivo. To further illustrate the mechanism underlying the TAM-induced bystander effect, we exploited proteomic analysis, identifying peptidyl-prolyl cis-trans isomerase B (PPIB) as the pivotal mediator of the TAM-induced bystander effect. Moreover, RNA sequencing in the ER− cells showed significantly increased expression of growth differentiation factor 15 (GDF15), a protein that can be upregulated when suffering endoplasmic reticulum stress (ERS) [13]. ERS is a response to the overload of misfolded protein in the endoplasmic reticulum lumen, and mild ERS that promotes proliferation can be detected in breast cancer development. However, prolonged, severe, and overwhelmed ERS is irreversible and expedites cell death, which is deemed a potential target for antitumor therapy [14]. Our results revealed the activation of the BiP/eIF2α/CHOP axis in the ER− cells, which is a typical axis indicating the presence of a sustained ERS that eventually led to apoptosis. The enhancement of ERS and the upregulation of GDF15 can also be induced by independently treating ER− cells with PPIB recombinant protein, confirming the predominant role PPIB played in the TAM-induced bystander effect.

Taken together, our study identified a novel bystander effect in TAM treatment, giving new insights into comprehending the eradication of ER− cells. The material basis of the TAM-induced bystander effect, PPIB, was also proved, indicating a potential antitumor therapeutic strategy.

## Results

### Conditioned medium from TAM-treated ER+ breast cancer cells selectively attenuates tumorigenesis of ER− cells

To preliminarily evaluate if there exists a bystander effect in TAM treatment, we exposed ER− breast cancer cells to medium conditioned by TAM-treated ER+ cells. The conditioned medium (CM) was prepared by treating the ER+ breast cancer cell line MCF7 with TAM for 24 h, followed by rinsing with PBS. After culturing for additional 24 h, MCF7 CM was collected. For the control medium (CN), supernatant from MCF7 cells treated with equal concentrations of dimethyl sulfoxide (DMSO) was collected. The ER− cell lines MDA-MB-231 and BT-549 were then cultured with CM or CN to determine the presence of antitumor factors in CM. In comparison to CN, CM demonstrated significant efficacy in inhibiting cell viabilities of MDA-MB-231 and BT-549 cells, as detected in CCK-8 assays (Fig. 1A, B). After cultivating for 72 h, ER− cells were harvested to undergo subsequent experiments. Consistent with results in CCK-8 assays, both MDA-MB-231 and BT-549 cells exhibited compromised proliferation ability in EdU assays (Fig. 1C–F). Notable declined colony-forming capacity (Fig. S1A–C), percentage of Ki-67 positive cells (Fig. S1D–F), and PCNA expressions (Fig. S1G) further validated the reduced proliferation capacity in CM-cultured MDA-MB-231 and BT-549 cells. Impaired migration ability was also demonstrated in transwell assays (Fig. S1H–J) and wound healing assays (Fig. S1K–P), as well as increased E-cadherin and decreased N-cadherin expressions in CM-cultured MDA-MB-231 and BT-549 cells (Fig. S1Q). These findings collectively suggest that CM attenuates tumorigenesis in ER− cells.

**Fig. 1:**
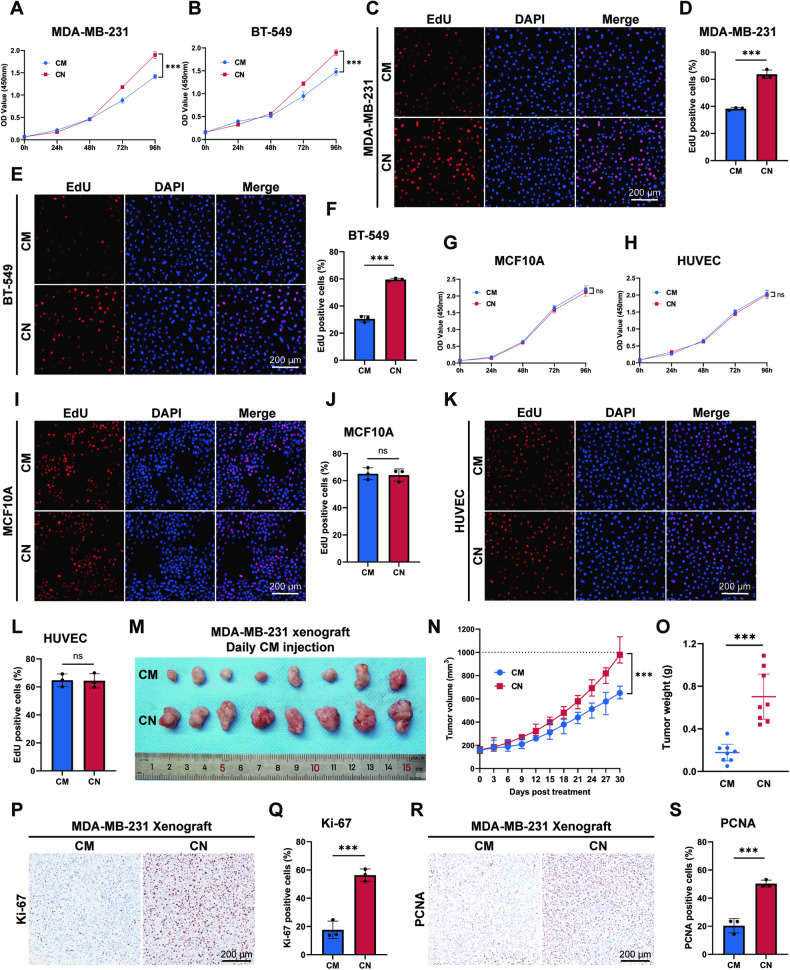
Conditioned medium from TAM-treated MCF7 cells selectively attenuates tumorigenesis of ER− cells. CM conditioned medium, CN ctrl medium. ***p value < 0.001. **A**, **B** ER− breast cancer cell lines MDA-MB-231 and BT-549 were cultured with CM or CN generated from MCF7 cells. Inhibited viability of MDA-MB-231 and BT-549 cells cultured with CM was detected by CCK-8 assays. *n* = 5. **C**, **D** The repressed proliferation of MDA-MB-231 cells cultured with CM was assessed by EdU assays. *n* = 3. **E**, **F** The repressed proliferation of BT-549 cells cultured with CM was assessed by EdU assays. *n* = 3. **G**, **H** Human normal breast epithelial cell line MCF10A and the human umbilical vein endothelial cell (HUVEC) were cultured with CM or CN. CM showed no suppression of viability of MCF10A and HUVEC cells in CCK-8 assays. *n* = 5. **I**, **J** CM showed no repression to the proliferation of MCF10A cells in EdU assays. *n* = 3. **K**, **L** CM showed no repression to the proliferation of HUVEC cells in EdU assays. *n* = 3. **M**–**O** Serum-free CM or CN was intratumorally injected daily into MDA-MB-231 xenografts. Reduction in tumor volume and weight was measured in the CM group. *n* = 8. **P**, **Q** Decreased Ki-67 expressions in CM-injected MDA-MB-231 xenografts. **R**, **S** Decreased PCNA expressions in CM-injected MDA-MB-231 xenografts.

CM from another ER+ cell line, T47D, was generated and found to inhibit the growth of BT-549 cells (Fig. S1R), thereby validating the existence of the TAM-induced bystander effect. In contrast, CM from MCF7 cells did not exhibit any inhibitory effects on the normal cell lines, including MCF10A or HUVEC, as evidenced by CCK-8-based cell viability (Fig. 1G, H) and EdU-based cell proliferation (Fig. 1I–L). Thus, the selective nature of bystander toxicity to ER− cells is demonstrated.

We further established subcutaneous xenograft tumor models with MDA-MB-231 cells in nude mice to mimic the bystander effect in vivo. Daily intratumoral injections of freshly generated, serum-free MCF7 CM or CN were administered, resulting in attenuated tumor growth that reduced tumor volumes and weights detected in CM-injected tumors (Fig. 1M–O). Decreased Ki-67 expressions (Fig. 1P, Q) and PCNA expressions (Fig. 1R, S) in CM-injected tumor tissues also suggested attenuated tumor proliferation. Therefore, our results support the identification of TAM-induced bystander effect both in vitro and in vivo, indicating that CM of ER+ cells contains specific factor(s) that selectively attenuate ER− breast cancer cells.

### ER− cells are suppressed by TAM in co-culture models with ER+ cells

As an approach mimicking the in vivo environment, CM provided the opportunity to observe the presence of antitumoral soluble factors in TAM-treated MCF7 supernatant. However, it was unclear whether the feedback from ER− cells would neutralize the antitumor effect. A transwell co-culture system was established to exclude the interruption of the TAM-induced bystander effect by crosstalk between cells. In the co-culture group (CO), MCF7 cells were seeded on the 0.4-μm pore size polycarbonate membrane in the upper chamber, while ER− cells MDA-MB-231 or BT-549 were seeded in the lower chamber. In the control group (CT), only ER− cells were seeded in the lower chamber. Following adhesion, the cells were exposed to TAM at an equivalent concentration for 72 h (Fig. 2A). Although the cells were unable to traverse the membrane of the chamber, soluble factors, and small molecules were able to permeate and interact. Coculturing MDA-MB-231 and BT-549 cells with MCF7 cells led to diminished proliferation capacity (Fig. 2B–D) and declined colony-forming capacity (Fig. 2E–G). Consistently, reductions in the percentage of Ki-67 positive cells (Fig. 2H–J) and PCNA expressions (Fig. 2K) were detected in co-cultured cells. Impaired transwell-based migration (Fig. 2L–N) and hindered scratch-based migration (Fig. S2A, B) were also observed in co-cultured MDA-MB-231 and BT-549 cells, accompanied by the upregulation of E-cadherin and downregulation of N-cadherin expressions (Fig. 2O). The co-culture system further validates the presence of the TAM-induced bystander effect, which is not neutralized by the interplay between ER− and ER+ cells.

**Fig. 2:**
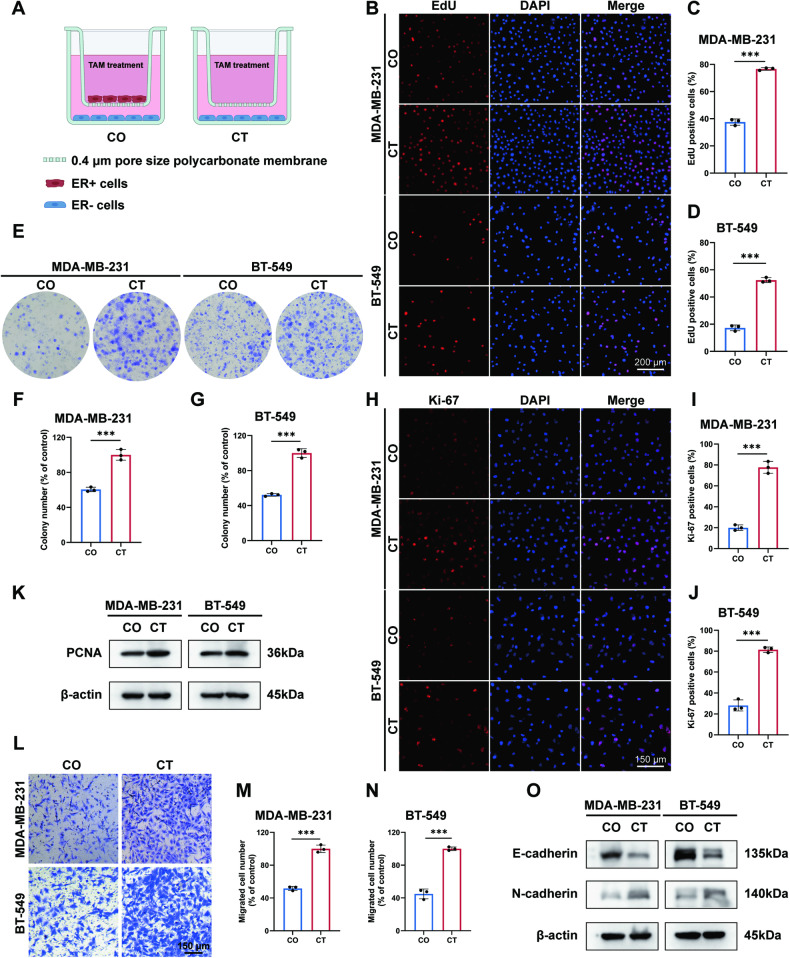
ER− cells are suppressed by TAM when co-culturing with MCF7 cells. CO co-culture group, CT control group. ***p value < 0.001. *n* = 3. **A** The scheme of the transwell co-culture system. **B**–**D** Diminished proliferation capacity of MDA-MB-231 and BT-549 cells in the condition of co-culturing with MCF7 cells. **E**–**G** Declined colony-forming ability of MDA-MB-231 and BT-549 cells co-cultured with MCF7 cells. **H**–**J** Reduced percentage of Ki-67 positive MDA-MB-231 and BT-549 cells co-cultured with MCF7 cells. **K** PCNA expressions were decreased in MDA-MB-231 and BT-549 cells co-cultured with MCF7 cells. **L**–**N** Transwell-based migration was suppressed in MDA-MB-231 and BT-549 cells co-cultured with MCF7 cells. **O** MDA-MB-231 and BT-549 cells exhibited increased E-cadherin levels and decreased N-cadherin levels when co-culturing with MCF7 cells.

### Proteomic analysis revealed a markable increase in PPIB in CM

Label-free quantitative proteomics was utilized to identify the pivotal antitumor protein. Serum-free CM and CN of TAM-treated or DMSO-treated MCF7 cells were collected, followed by Coomassie Brilliant Blue staining of proteins in supernatants after SDS-PAGE. The CM group exhibited higher numbers of protein bands and greater protein concentrations (Fig. S3A). Quantitative mass spectrometry analysis was performed on the CM and CN samples (*n* = 3 for each group), and the peptide coverage of proteins and correlations of samples were analyzed to ensure data quality (Fig. S3B, C).

A total of 2357 proteins were identified through mass spectrometry analysis. Among these, the CM group exhibited 227 unique proteins, while the CN group had 31 unique proteins. The remaining 2099 proteins were detected in both the CM and CN groups (Fig. S3D). An amount of 725 differentially expressed proteins (DEPs) were screened with a threshold of *p* value < 0.05, |log2FC| >2, thereinto, 527 upregulated DEPs and 198 downregulated DEPs (Fig. 3A, B). The subcellular localizations of DEPs were annotated and investigated by analyzing the cellular component of the Gene Ontology (GO) knowledgebase, which revealed that DEPs were present in a variety of subcellular locations (Fig. 3C). Heat maps were generated to visualize the clustering patterns of DEPs in the CM group and CN group, illustrating stable inter-group differences and high degrees of intra-group similarities (Fig. 3D). Additionally, enrichment analyses were conducted using GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. The top 10 enriched GO terms for biological processes, cellular components, and molecular functions were reported (Fig. 3E). The top 12 enriched upregulated and downregulated KEGG pathways of DEPs were annotated, among which metabolic pathways were significantly enriched (Fig. 3F). Focusing on antitumor potentials, possible secretory proteins, and protein abundance, we proposed 19 tumor-suppressive candidates. By validating intracellular mRNA expression levels of the 19 candidates in TAM-treated MCF7 cells, we considered PPIB as the major antitumor protein due to its stable mRNA upregulation, high fold change, and reliable protein abundance (Fig. S3E). The MS intensity of PPIB in the CM group was four times higher than that in the CN group in label-free quantification (Fig. 3G).

**Fig. 3:**
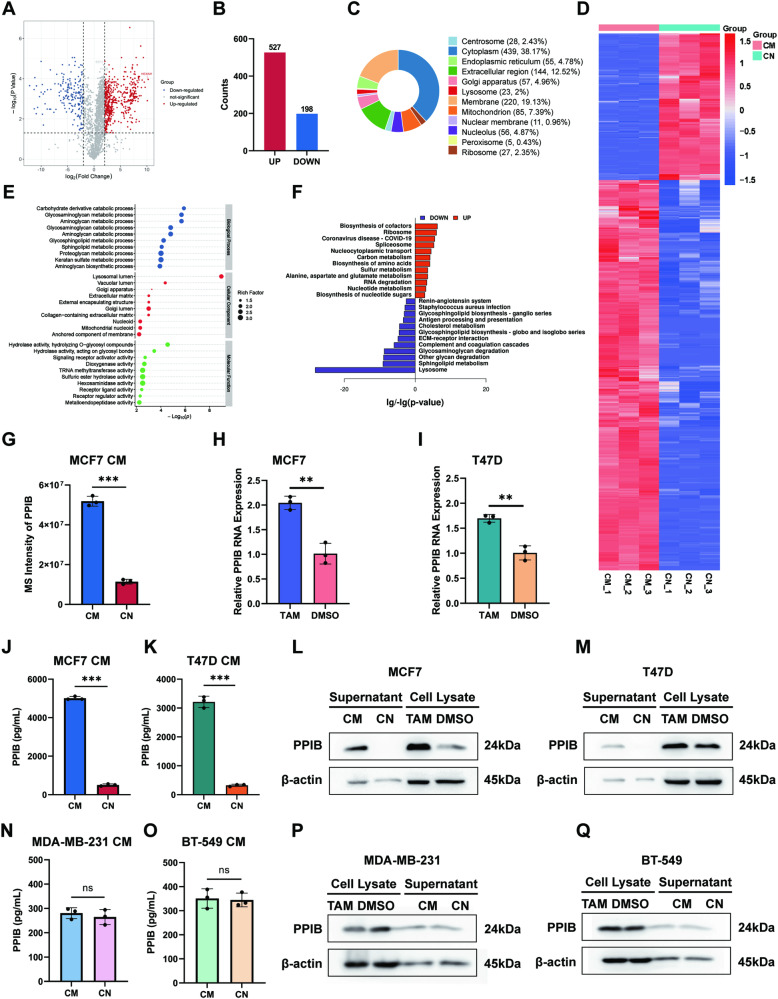
PPIB is markedly increased in TAM-treated MCF7 CM. CM conditioned medium, CN control medium. ***p value < 0.001. *n* = 3. **A** MCF7 cells were treated with TAM or DMSO to generate serum-free CM or CN, which subsequently underwent label-free quantitative proteomic analysis. Volcano plot of DEPs in MCF7 CM compared to the CN was plotted. **B** Numbers of upregulated and downregulated DEPs in CM. **C** Subcellular locations of DEPs. **D** Heat map visualizing the clustering patterns of DEPs in the CM group and CN group. **E** GO analysis of the top enriched terms of DEPs. **F** KEGG enrichment of regulated pathways. **G** The upregulated MS intensity of PPIB in CM. **H**, **I** Increased PPIB RNA levels in MCF7 cells and T47D cells treated with TAM. **J**, **K** Increased PPIB levels in CM of MCF7 and PPIB detected by ELISA assays. **L**, **M** Increased PPIB levels in both supernatant and cell lysate of MCF7 and T47D cells treated with TAM. **N**, **O** Extracellular PPIB levels in MDA-MB-231 and BT-549 cells showed no statistical difference in response to TAM in ELISA assays. **P**, **Q** Intracellular and extracellular PPIB levels in TAM-treated MDA-MB-231 and BT-549 cells were not upregulated.

Next, we provided the upregulation of PPIB with experimental evidence. MCF7 cells and T47D cells were subjected to a 24-h treatment with TAM or DMSO, followed by the collection of cells after 24 h of drug elusion. The serum-free supernatants of TAM-treated or DMSO-treated cells were also generated. TAM treatment resulted in a significant increase in intracellular mRNA and protein expression levels of PPIB (Fig. 3H, I, L, M). To confirm the enrichment of PPIB in the supernatant, enzyme-linked immunosorbent assay (ELISA) and western blotting assays were conducted in supernatants from MCF7 cells and T47D cells. Notably, ELISA assays revealed 9-fold higher concentrations in both MCF7 CM and T47D CM (Fig. 3J–M). Considering the heterogeneous nature of ER+ breast cancer, we also tested if PPIB was upregulated in TAM-treated ER− cells. Both intracellular and extracellular PPIB levels in MDA-MB-231 and BT-549 cells exhibited no increase in response to TAM (Fig. 3N–Q), suggesting that PPIB is specifically derived from ER+ cells in TAM-induced bystander effect.

### PPIB is the major antitumor protein that attenuates ER− cells

MCF7 cells were transfected with control siRNA (siNC) or siRNA targeting PPIB (siPPIB). The successful knockdown of PPIB by siPPIB-1, -2, and -3 was confirmed using qPCR and western blotting (Fig. S4A, B). The knockdown of secreted PPIB was verified by conducting ELISA and western blotting in the CM or CN from MCF7 siNC and MCF7 siPPIB cells (Fig. 4A and Fig. S4C). The viability of MDA-MB-231 cells and BT-549 cells was repressed by MCF7 siNC CM (Fig. 4B, C), whereas MCF7 siPPIB-1 CM and MCF7 siPPIB-3 CM exhibited no antitumor effect (Fig. 4D, E, H, I). The MCF7 siPPIB-2 CM showed a mitigated antitumor effect in comparison to MCF7 siNC CM, aligning with the diminished knockdown efficacy of siPPIB-2 (Fig. 4F, G). The attenuation of ER− cells can be rescued by PPIB knockdown in MCF7, indicating the pivotal role of PPIB as an antitumor protein in MCF7 CM.

**Fig. 4:**
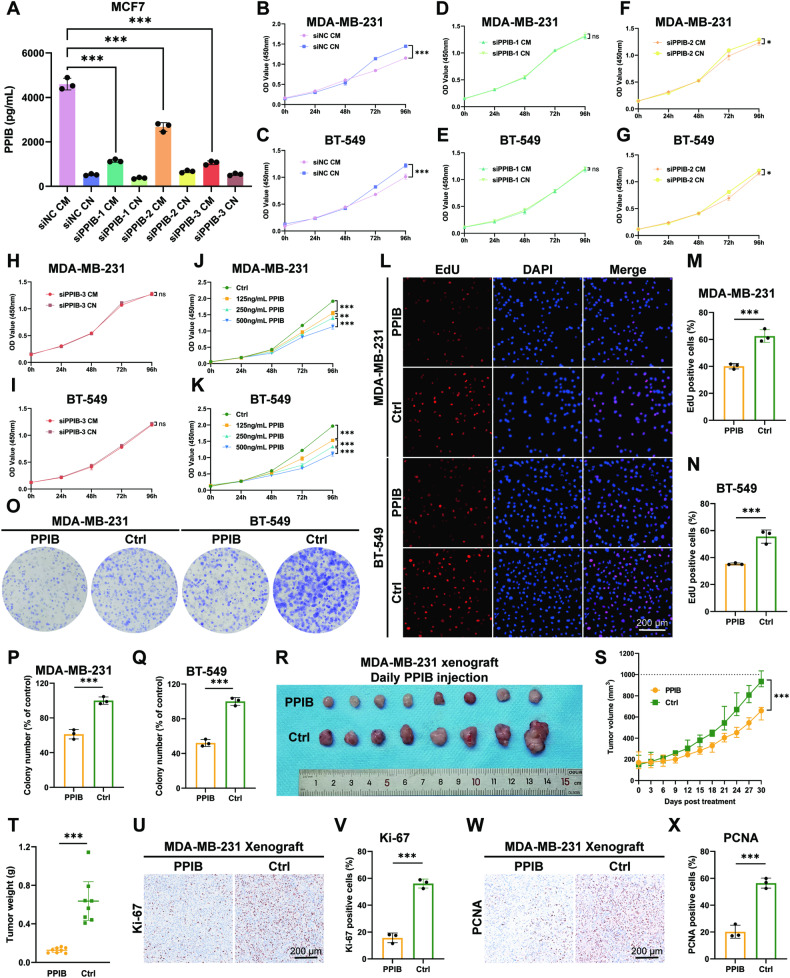
PPIB is the predominant antitumor protein in MCF7 CM. CM conditioned medium, CN control medium. *p value < 0.05, **p value < 0.01, ***p value < 0.001. **A** Decreased PPIB levels in CM by knocking down PPIB in MCF7 cells. *n* = 3. **B**, **C** CM from MCF7 siPPIB-NC cells repressed the viability of MDA-MB-231 and BT-549 cells. *n* = 5. **D**, **E** CM from MCF7 siPPIB-1 cells showed no repression to the viability of MDA-MB-231 and BT-549 cells. *n* = 5. **F**, **G** CM from MCF7 siPPIB-2 cells showed diminished repression to the viability of MDA-MB-231 and BT-549 cells. *n* = 5. **H**, **I** CM from MCF7 siPPIB-3 cells showed no repression to the viability of MDA-MB-231 and BT-549 cells. *n* = 5. **J**, **K** MDA-MB-231 and BT-549 cells were treated with PPIB at concentrations of 125, 250, and 500 ng/mL. Inhibition of cell viability increased with increasing concentrations. *n* = 5. **L**–**N** Attenuated proliferation was detected in MDA-MB-231 and BT-549 cells treated with 125 ng/mL PPIB. *n* = 3. **O**–**Q** Fewer colonies were formed in PPIB-treated MDA-MB-231 and BT-549 cells. *n* = 3. **R**–**T** PPIB was intratumorally injected daily into MDA-MB-231 xenografts. Reduction in tumor volume and weight was measured. *n* = 8. **U**, **V** Decreased Ki-67 expression was detected in PPIB-injected MDA-MB-231 xenografts. **W**, **X** Decreased PCNA expression was detected in PPIB-injected MDA-MB-231 xenografts.

The application of PPIB recombinant protein at concentrations of 125, 250, and 500 ng/mL significantly suppressed cell viability in MDA-MB-231 cells and BT-549 cells, with a notable enhancement in suppression along with the increasing PPIB concentrations (Fig. 4J, K). The cell proliferation, colony formation ability, and migration ability of MDA-MB-231 cells and BT-549 cells were also attenuated by the administration of PPIB recombinant protein (Fig. 4L–Q and Fig. S4D–F). The decreased percentage of Ki-67 positive cells (Fig. S4G–J) and reduced PCNA expressions (Fig. S4I) were accordantly detected in PPIB-treated MDA-MB-231 cells and BT-549 cells. Furthermore, the intratumoral injection of PPIB recombinant protein led to the repression of MDA-MB-231 subcutaneous xenograft tumor growth in nude mice. This was evidenced by smaller tumor volumes and lighter tumor weights (Fig. 4R–T), as well as decreased expressions of Ki-67 (Fig. 4U, V) and PCNA (Fig. 4W, X), demonstrating the in vivo antitumor effect of PPIB. Therefore, the antitumor protein PPIB exhibits the ability to suppress tumorigenesis of ER− cells and plays a prominent role in the TAM-induced bystander effect.

### Stress-responsive protein GDF15 is enriched in ER− cells in TAM-induced bystander effect

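RNA was sequenced from MDA-MB-231 and BT-549 cells, breast cancer cell lines without the estrogen receptor, after 72 h in medium conditioned by MCF7 cells, a breast cancer cell line that carries the receptor. CM came from MCF7 cells treated with 18 µM 4-hydroxytamoxifen for 24 h and was collected after another 24 h without the drug. CN was collected in the same way from MCF7 cells treated with DMSO. By the paper's methods, conditioned medium was mixed with an equal part of complete medium before cells were cultured in it. Each cell line and medium had 2 libraries, 8 in all, while the legend of Fig. 5 gives a larger n for the whole figure. Neither the paper's text nor the sample labels say whether the replicates are separate cultures, so the p-values measure only the spread between these libraries, which may be technical. In MDA-MB-231 cells, the counts summed to 16953770 and 15298534 in the CM libraries and to 14116956 and 15578536 in the CN libraries. In BT-549 cells, they summed to 14474821 and 16466506 in CM and to 16715191 and 14663517 in CN. Genes of the mitochondrial genome took 2.11% and 2.10% of the counts in MDA-MB-231 CM, 1.75% and 3.15% in MDA-MB-231 CN, 6.62% and 5.58% in BT-549 CM, and 6.37% and 3.07% in BT-549 CN. The submitters' processing notes name HISAT2 2.0.5 as the aligner and GRCh38 as the genome. The authors deposited raw counts per gene, and FPKM values that divide each count by the summed length of the gene's exons and by a library size scaled with size factors. From the counts, genes with low counts were removed, library sizes were scaled by TMM, and CM was compared with CN within each cell line by edgeR's quasi-likelihood test. A positive log2 fold change means a higher level in CM. The spread within a pair of replicates, as chi-square per degree of freedom, where sampling noise alone gives values near 1, was 7.09 in MDA-MB-231 CM, 44.3 in MDA-MB-231 CN, 27.6 in BT-549 CM and 109 in BT-549 CN.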

To analyze the mechanism underlying the attenuation of ER− cells, we conducted RNA sequencing in MDA-MB-231 cells and BT-549 cells cultured with CM or CN. Principal component analysis (PCA) was performed and depicted (Fig. S5A). The gene expression profiles of both cell lines were significantly altered while preserving cell-type specificity. 

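In both media, gene expression set MDA-MB-231 apart from BT-549 cells. Of 21 genes that the paper names or whose proteins it measured or discusses, 12 had levels that did not overlap between the cell lines. Chance would give 2.86% of genes if the cell lines did not differ. The share over all genes was not counted, so this does not set these genes apart from others. CDH2, which encodes N-cadherin, was at 2.30 ± 0.558 CPM (counts scaled by library size; SD, n = 4 libraries) in MDA-MB-231 cells and 150 ± 14.9 CPM in BT-549 cells. TNFRSF10A, a death receptor for TRAIL, was at 39.7 ± 10.1 CPM in MDA-MB-231 cells and 3.31 ± 0.588 CPM in BT-549 cells. SREBF1, a transcription factor of lipid synthesis, was at 69.7 ± 30.4 CPM in MDA-MB-231 cells and 694 ± 288 CPM in BT-549 cells. In a PCA of log2 CPM, the first component held 89.5% of the variance and separated the cell lines, with scores from -153 to -142 in MDA-MB-231 and from 143 to 156 in BT-549. The second component held 3.27% and parted the BT-549 libraries by replicate number, not by medium. Replicate 1 scored 20.2 in CM and 52.5 in CN, and replicate 2 scored -26.9 in CM and -48.2 in CN. The difference between CM and CN was not larger than the spread between the CN replicates. In MDA-MB-231 cells, the CN replicates differed by a root mean square of 0.68 on the log2 scale, the CM replicates by 0.40, and the 4 pairs of a CM and a CN library by 0.50 to 0.65. In BT-549 cells, the CN replicates differed by 0.78, the CM replicates by 0.50, and the CM and CN libraries by 0.49 to 0.70.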

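In MDA-MB-231 cells, IFI27, an interferon-induced gene, was lower in CM than in CN (log2 fold change -3.54, standard error 0.32, adjusted p = 0.275 from edgeR). THBS1, which encodes the matrix glycoprotein thrombospondin, was at 838 ± 55.5 CPM in CM and 2152 ± 20.0 CPM in CN (SD, n = 2), a log2 fold change of -1.36 (standard error 0.14). PTGS2, the inducible cyclooxygenase, was higher at 101 ± 10.7 CPM in CM than the 32.5 ± 8.09 CPM in CN, a log2 fold change of 1.63 (standard error 0.21). In BT-549 cells, COL1A1, a chain of type I collagen, was at 12.6 ± 0.332 CPM in CM and 70.0 ± 12.4 CPM in CN, a log2 fold change of -2.48 (standard error 0.26). COL1A2, the other chain of this collagen, had a log2 fold change of -1.78 (standard error 0.24), and TGFBI, an extracellular matrix protein induced by TGFβ, one of -1.30 (standard error 0.20). None of these 6 genes passed an adjusted p under 0.05 in edgeR with all libraries of the cell line and the filter on low counts, while DESeq2 gave an adjusted p of 3.14e-13 for IFI27, 5.49e-11 for THBS1, 9.52e-08 for PTGS2, 2.82e-08 for COL1A1 and 0.0239 for COL1A2. Over all genes, edgeR called 0 of 15346 in MDA-MB-231 cells and 0 of 14445 in BT-549 cells at an adjusted p under 0.05, DESeq2 called 33 and 3, and limma on the FPKM values called 0 and 0. At an unadjusted p under 0.05, edgeR gave 1119 genes in MDA-MB-231 cells (604 higher and 515 lower in CM), of which chance alone would give 767, and 294 genes in BT-549 cells (103 higher and 191 lower), where chance alone would give 722. Of these, 301 and 152 had an absolute log2 fold change above 1. Without CM replicate 1, CM replicate 2, CN replicate 1 or CN replicate 2, the unadjusted count was 128, 236, 4950 or 2776 in MDA-MB-231 cells, and without the last 3 of these it was 76, 1631 or 2459 in BT-549 cells, the lone library being assumed to vary like the other group. At an adjusted p under 0.05, leaving out these libraries in the same order gave 0, 0, 2902 or 539 genes in MDA-MB-231 cells and 1, 3, 273 or 481 in BT-549 cells. With no filter on low counts, edgeR called 246 genes in MDA-MB-231 cells and 17 in BT-549 cells at this threshold, all 6 genes above among them. With the replicate number as a block, edgeR called 0 genes in MDA-MB-231 cells and 167 in BT-549 cells at this threshold. At an unadjusted p under 0.05, the block gave 723 and 1405 genes. No source calls the replicate number a batch, so which fit is right cannot be told.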

A total of 713 differentially expressed genes (DEGs) were identified in MDA-MB-231 cells, and 189 DEGs were found in BT-549 cells (*p* value < 0.05) (Fig. 5A, B). 

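In MDA-MB-231 cells cultured with CM, interferon-stimulated genes, which act in antiviral defense, were lower as a group: 34 of 37 measured members had a log2 fold change below 0, with a median of -0.77 (camera, adjusted p = 2.75e-36). This call was lost when camera estimated the correlation between genes (adjusted p = 0.280). That setting also uses the few residual degrees of freedom of the 4 libraries, so correlation alone need not explain the loss. For cytosolic ribosomal proteins in these cells, the estimate was 0.0014, below the preset 0.01. Even so, camera's unadjusted p rose from 2.06e-06 to 0.0266. IFI44L had a log2 fold change of -1.93 and IFITM3, which blocks viral entry, one of -1.39. In edgeR, 24 members were lower and 1 was higher at an unadjusted p under 0.05, and 18 were lower and 1 was higher when adjusted over the list alone. The list was written with IFI44 and IFI6 from the paper in view, so it is not independent evidence of its direction. Genes of cytosolic ribosomal proteins had a median of -0.18, with 59 of 79 below 0 (adjusted p = 2.16e-05, and adjusted p = 0.280 with an estimated correlation), RPS15A at -0.86 among them, and 1 was lower when adjusted over the list alone. Nuclear genes of oxidative phosphorylation had a median of -0.17, with 55 of 75 below 0 (adjusted p = 0.00200, and adjusted p = 0.586 with an estimated correlation), NDUFS4 of complex I at -0.64 among them. Fig. S5B, made from the same libraries, shows the ribosome and oxidative phosphorylation as lower in these cells. Neither list is therefore independent evidence of its direction. Genes of hypoxia and glycolysis were higher, with a median of 0.10 and 22 of 26 above 0 (adjusted p = 0.00969, and adjusted p = 0.586 with an estimated correlation), and NDRG1, at 0.89, was the 1 member that passed when adjusted over the list alone.

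In BT-549 cells cultured with CM, extracellular matrix genes were lower as a group: 27 of 30 were below 0, with a median of -0.58 (adjusted p = 9.41e-26, and adjusted p = 0.212 with an estimated correlation). Among them, COL3A1 had a log2 fold change of -1.18, 12 were lower at an unadjusted p under 0.05, and 6 when adjusted over the list alone. Fig. S5C, made from the same libraries, shows ECM-receptor interaction as lower in these cells. The matrix list is therefore not independent evidence of its direction. Targets of LXR, the oxysterol receptor that induces cholesterol export, had a median of -0.80, with 8 of 9 below 0 (adjusted p = 1.34e-12, and adjusted p = 0.212 with an estimated correlation), and 5 were lower when adjusted over the list alone. PLTP, which transfers phospholipids between lipoproteins, was at -0.85. This list was written with ABCA1 and SREBF1 from the paper in view and is not independent evidence of its direction. PERK-ATF4-CHOP stress genes had a median of 0.28, with 17 of 25 above 0 (adjusted p = 1.97e-04), and proliferation genes one of 0.17, with 33 of 36 above 0 (adjusted p = 1.97e-04). Both had an adjusted p = 0.212 with an estimated correlation. The amino acid transporter SLC7A5 was at 0.57 and the replication licensing gene CDC6 at 0.60. DDIT3, which encodes CHOP itself, was at -0.04, among the 8 stress genes below 0. The list of ER chaperones and ER-associated degradation had a median of -0.12 (adjusted p = 0.196 by camera). Interferon-stimulated genes had a median of -0.18, with 24 of 35 below 0 (adjusted p = 9.13e-04, and adjusted p = 0.212 with an estimated correlation). NF-kappaB targets had a median of 0.30, with 12 of 16 above 0 (adjusted p = 0.00637, and adjusted p = 0.284 with an estimated correlation), and immediate early and heat shock genes one of 0.12, with 13 of 18 above 0 (adjusted p = 0.0271, and adjusted p = 0.418 with an estimated correlation). Respiratory chain genes of the mitochondrial genome had a median of 0.36, with 10 of 13 above 0 (adjusted p = 0.00415, and adjusted p = 0.610 with an estimated correlation), and they took fewer of the counts in CN replicate 2 than in the other BT-549 libraries. Of the 21 lists, 4 passed in MDA-MB-231 cells and 8 in BT-549 cells, 0 passed in either with an estimated correlation or in the rotation test fry. No member passed over all genes in edgeR with all libraries of a cell line, the medium alone and the filter on low counts, while DESeq2 passed 10 interferon-stimulated genes, THBS1, PTGS2, RPS15A and NDRG1 in MDA-MB-231 cells and COL1A1, COL1A2 and ABCA1 in BT-549 cells. In MDA-MB-231 cells, 5, 3, 7 or 10 lists passed without CM replicate 1, CM replicate 2, CN replicate 1 or CN replicate 2, and the call for oxidative phosphorylation ended without CN replicate 2 (adjusted p = 0.202) and that for hypoxia and glycolysis without CM replicate 2 (adjusted p = 0.173). In BT-549 cells, 4 lists passed without CN replicate 2, where PERK-ATF4-CHOP (adjusted p = 0.208), NF-kappaB (0.479), immediate early (0.805), interferon-stimulated (0.105) and mitochondrial genes (0.666, in the opposite direction) did not. In these cells, 3 passed without CM replicate 1, where proliferation (adjusted p = 0.0595), NF-kappaB (0.0595), immediate early (0.408), interferon-stimulated (0.0977) and mitochondrial genes (0.0595) did not.

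**Figure D1:**
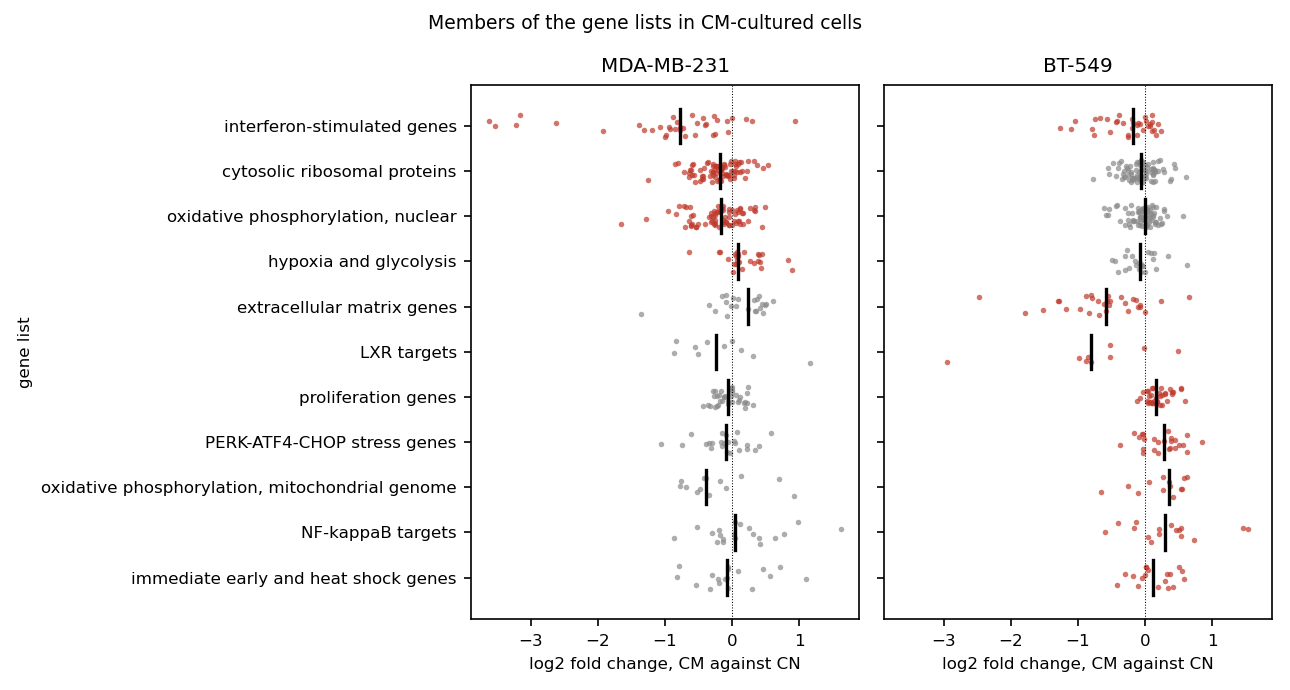
Log2 fold change, CM against CN, of the measured members of the gene lists that passed in MDA-MB-231 cells (left) or BT-549 cells (right). Each point is 1 gene, black lines are medians, and red marks the lists at an adjusted p under 0.05 by camera with the preset correlation, with interferon-stimulated genes at a median of -0.77 on the left and extracellular matrix genes at -0.58 on the right.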

The top enriched KEGG pathways in MDA-MB-231 and BT-549 were analyzed, along with the cluster analysis of DEGs within and between groups (Fig. S5B, D). 

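GDF15 was higher in CM in both MDA-MB-231 and BT-549 cells at an unadjusted p under 0.05 in edgeR, and 9 genes were lower in both. It was the 1 gene higher in both in this fit, but not in others: 2 genes were higher in both with DESeq2 or its size factors, 4 with limma, 8 in one fit of all libraries and 9 with no filter on low counts. Without CN replicate 1 or 2 there were 9 or 8 such genes for MDA-MB-231 and 14 or 9 for BT-549 cells, and without MDA-MB-231 CM replicate 1 there were 0 (edgeR, unadjusted p). Among those lower in both, OAS2, an antiviral enzyme, had a log2 fold change of -3.17 (standard error 0.37) in MDA-MB-231 cells and -1.10 (standard error 0.43) in BT-549 cells. SCD, the desaturase that makes oleic acid, was at -0.55 and -0.52, MYLIP, which leads the LDL receptor to degradation, at -0.51 and -0.98, and the pseudogene NUS1P1 at -1.20 and -1.94. The other 27 genes went in opposite directions. TNFSF15, a cytokine of the TNF family, was at 1.94 (standard error 0.27) in MDA-MB-231 cells and -1.17 (standard error 0.36) in BT-549 cells. NEAT1, a nuclear long noncoding RNA, was at 1.27 and -0.59, GSN, which severs actin filaments, at 0.69 and -1.05, and OASL, an interferon-induced gene, at 0.93 and -1.04, while the chaperone HSP90AA1 was at -0.33 and 0.55. In all, 37 of the 12918 genes tested in both cell lines passed in both, against 15.9 expected of independent lists (one-sided Fisher's exact test, p = 1.08e-06). By direction, 1 gene was higher in both (2.82 expected), 9 were lower in both (5.19 expected), 16 were higher in MDA-MB-231 and lower in BT-549 cells (4.90 expected), and 11 were the reverse (2.98 expected). Across these 12918 genes, which are not independent replicates, the log2 fold changes of the cell lines had a Pearson correlation of -0.19 and a Spearman correlation of -0.24. Without 1 library, the Pearson correlation ranged from -0.17 (without BT-549 CN replicate 2) to -0.07 (without BT-549 CN replicate 1). The log2 fold changes also had a Spearman correlation with the GC content of the genes, of 0.15 in MDA-MB-231 and -0.24 in BT-549 cells. DESeq2 gave 13 genes in opposite directions and 8 in the same direction, and 17 genes were in the lists of both tools. The overlap was 2.33 times that of independent lists with all libraries. Without MDA-MB-231 CM replicate 1, CM replicate 2, CN replicate 1 or CN replicate 2, it was 6, 15, 98 or 54 genes and 4.08, 4.92, 1.25 or 1.26 times that expected. Without the BT-549 libraries in the same order, it was 20, 6, 98 or 230 genes and 1.86, 1.88, 0.935 or 1.48 times that expected. The call was lost without BT-549 CN replicate 1 (98 genes, 104.8 expected, one-sided Fisher's exact test, p = 0.783) and without BT-549 CM replicate 2 (6 genes, 3.19 expected, p = 0.0958).

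**Figure D2:**
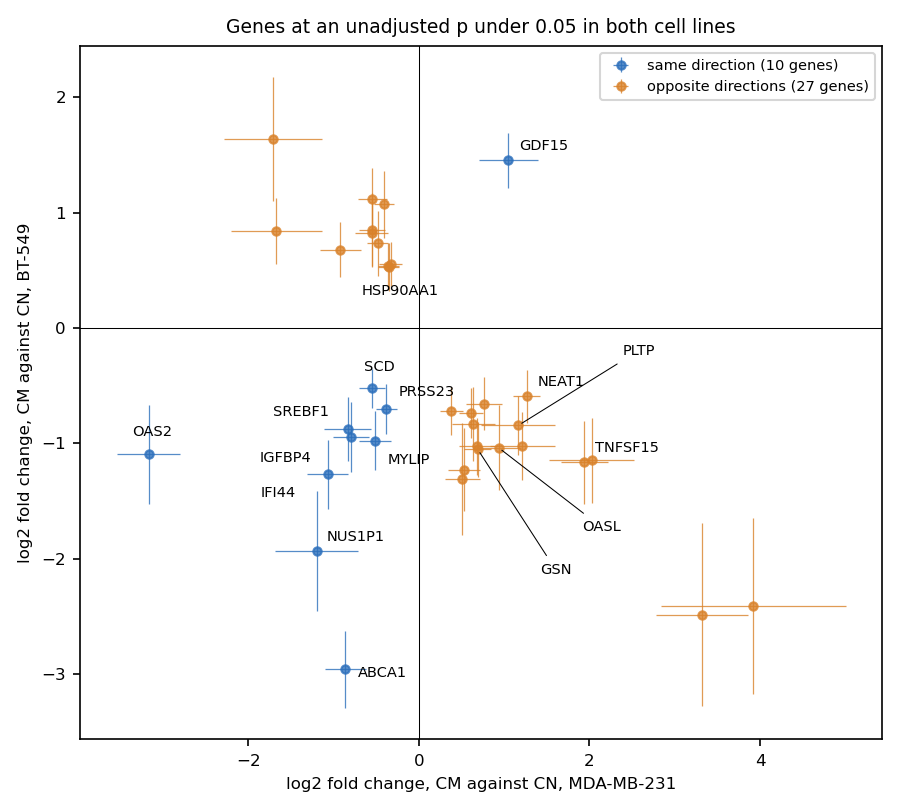
Log2 fold change, CM against CN, in MDA-MB-231 cells (horizontal axis) and BT-549 cells (vertical axis) of the 37 genes at an unadjusted p under 0.05 in both by edgeR, with standard errors as bars and names for the genes chosen by the rule. GDF15 stands alone at the upper right, and 27 genes lie at the upper left or lower right, in opposite directions.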

In both cell lines, 21 genes were found to be significantly differentially expressed (Fig. 5C). 

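GDF15, a stress-induced cytokine of the TGFβ superfamily, was higher in CM in both cell lines, with 311 ± 49.8 CPM in CM and 150 ± 76.6 CPM in CN in MDA-MB-231 cells and 167 ± 1.47 CPM in CM and 61.1 ± 12.4 CPM in CN in BT-549 cells (SD, n = 2 each). Its log2 fold change was 1.05 (standard error 0.34, unadjusted p = 0.0223, adjusted p = 0.676 from edgeR) in MDA-MB-231 cells and 1.45 (standard error 0.24, unadjusted p = 0.00135, adjusted p = 1.00 from edgeR) in BT-549 cells. The gene (ENSG00000130513) lies on chromosome 19 of GRCh38 from 18374731 to 18389176. The other genes of Fig. 5D, and IFI6, were lower in CM. ABCA1, which exports cholesterol from cells, had a log2 fold change of -0.86 (standard error 0.24) in MDA-MB-231 cells and -2.96 (standard error 0.33) in BT-549 cells, where its level was 15.1 ± 4.09 CPM in CM and 118 ± 30.4 CPM in CN. IFI44, an interferon-induced gene, was at -1.07 and -1.27, SREBF1 at -0.83 and -0.88, IGFBP4, which binds insulin-like growth factors, at -0.79 and -0.94, and the protease gene PRSS23 at -0.38 and -0.70. Each of these passed an unadjusted p under 0.05 in both cell lines. IGFBP7 was at -0.48 in MDA-MB-231 cells (unadjusted p = 0.0293, edgeR) and -1.63 in BT-549 cells (unadjusted p = 0.0515, edgeR), at 1.73 ± 0.224 CPM in CM and 5.34 ± 4.24 CPM in CN. IFI6, an interferon-induced gene that the paper measured by qPCR, was at -3.62 in MDA-MB-231 cells and -0.76 in BT-549 cells (unadjusted p = 0.0874, edgeR). At an adjusted p under 0.05, none of these genes passed in edgeR's fit of all libraries of a cell line with the medium alone and the filter on low counts, while DESeq2 passed IFI6 in MDA-MB-231 cells (adjusted p = 2.55e-18) and ABCA1 in BT-549 cells (adjusted p = 7.40e-11). The log2 fold change of GDF15 in MDA-MB-231 cells was 0.60 without CN replicate 1 and 1.69 without CN replicate 2. Without CN replicate 2 in MDA-MB-231 cells and without CN replicate 1 in BT-549 cells, SREBF1 was at -0.37 and -0.52, IGFBP4 at -0.47 and -0.54, and IGFBP7 at -0.26 and -0.44. IFI6 in BT-549 cells was at -0.42 without CM replicate 1, -1.21 without CM replicate 2 and -0.44 without CN replicate 2. Some of these genes passed in edgeR when 1 CN library was left out, and ABCA1 in BT-549 cells without CM replicate 2. Such fits leave 1 library in a group and take the spread from the other group alone. The CM pair had the smaller spread, with a chi-square per degree of freedom of 7.09 against 44.3 in CN in MDA-MB-231 cells. In BT-549 cells, it was 27.6 in CM against 109 in CN. These passes therefore do not count as support for a change. With no filter on low counts, edgeR passed GDF15, SREBF1, IGFBP4, IFI44 and IFI6 in MDA-MB-231 cells (adjusted p from 8.11e-52 to 0.00108). In BT-549 cells, that setting passed GDF15 and ABCA1 (adjusted p = 0.00528 and 3.94e-14). Without and with the filter, GDF15 was at 1.04 and 1.05 in MDA-MB-231 cells and at 1.46 and 1.45 in BT-549 cells. The smaller p-values of GDF15 without the filter thus come from the same 2 libraries per group and do not reflect a larger change. One fit of all 8 libraries passed ABCA1 in BT-549 cells (adjusted p = 0.0495). With the replicate number as a block, edgeR put GDF15 at 1.47 in BT-549 cells (adjusted p = 2.25e-11). In MDA-MB-231 cells, the block put it at 1.14 (adjusted p = 0.878). No source calls the replicate number a batch.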

The top seven DEGs across both cell lines were depicted, among which GDF15 denoted a pronounced and consistent change of mRNA expression in MDA-MB-231 and BT-549 cells (Fig. 5D). The top DEGs were also examined by qPCR assays conducted in CM-cultured MDA-MB-231 and BT-549 cells, confirming significant upregulated GDF15 expressions (Fig. 5E, F). GDF15 is a protein belonging to the TGFβ superfamily and is known to be induced by stress response [15]. Experimental evidence has shown that GDF15 expression in cancer cells can be upregulated by drugs, and upregulation of GDF15 presents in tumor-suppressive circumstances [16–18]. These results aligned with the increase of GDF15 in attenuated ER− cells in our study.

**Fig. 5:**
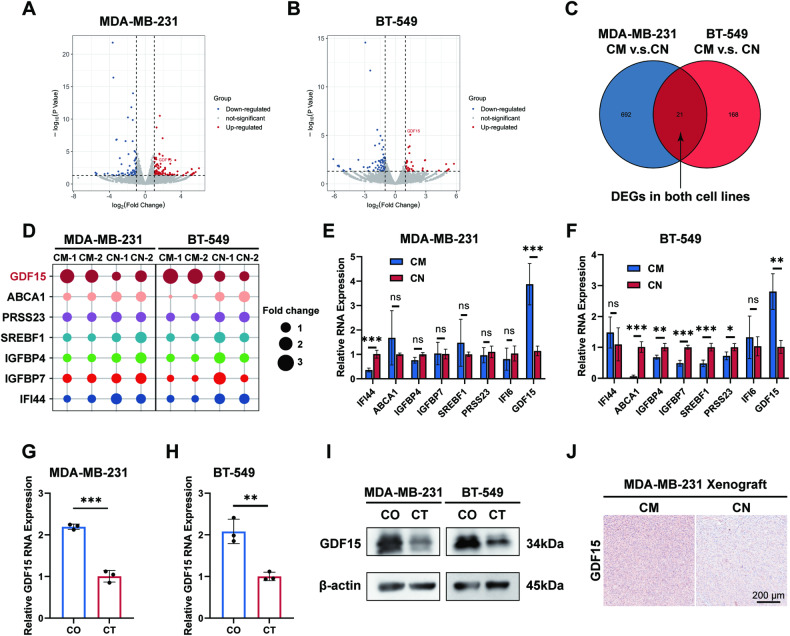
Stress-responsive protein GDF15 is upregulated in ER− cells in TAM-induced bystander effect. CM conditioned medium, CN control medium, CO co-culture group, CT control group. *p value < 0.05, **p value < 0.01, ***p value < 0.001. *n* = 3. **A**, **B** Volcano plots of DEGs in CM-cultured MDA-MB-231 cells and BT-549 cells compared to the CN-cultured cells. **C** Venn plot of the commonly regulated genes in both cell lines. **D** Bubble plot visualizing the seven commonly upregulated or downregulated genes (fold change). **E**, **F** Levels of DEGs verified by qPCR in MDA-MB-231 and BT-549 cells cultured with CM or CN. **G**, **H** Upregulated GDF15 RNA levels in MDA-MB-231 and BT-549 cells co-cultured with MCF7 cells. **I** Increased GDF15 expressions in MDA-MB-231 and BT-549 cells co-cultured with MCF7 cells. **J** Increased GDF15 expression in MDA-MB-231 xenografts intratumorally injected CM daily.

The upregulation of GDF15 expression at both mRNA level and protein level was approved by our results in MDA-MB-231 and BT-549 cells co-cultured with MCF7 (Fig. 5G–I). Besides, upregulated GDF15 was also verified by both RNA sequencing data (Fig. S5E, F) and western blotting (Fig. S5G) in CM- cultured ER− cells. 

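In the deposited FPKM values, GDF15 was at 135 ± 20.0 in MDA-MB-231 cells cultured with CM and 65.9 ± 33.0 in those cultured with CN (SD, n = 2), a ratio of 2.05. The CM libraries held 150 and 121 FPKM, and the CN libraries 42.6 and 89.3 FPKM. In BT-549 cells, GDF15 was at 85.4 ± 0.152 FPKM in CM and 31.4 ± 5.95 FPKM in CN, a ratio of 2.72, with 85.5 and 85.3 FPKM in the CM libraries and 35.6 and 27.2 FPKM in the CN libraries. Every CM library was above every CN library in both cell lines (two-sided exact permutation test, p = 0.333 in each). With 2 libraries against 2, there are 6 permutations and no smaller p is possible. The paper states from earlier reports that drugs can raise GDF15 in cancer cells, and separately that GDF15 is raised in tumor-suppressive circumstances, and sets its own increase of GDF15 in attenuated ER− cells beside them.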

In an in vivo setting, the IHC assay revealed increased expression of GDF15 in mice subcutaneous tumors that were intratumorally injected with CM daily (Fig. 5J).

### MCF7 CM kills ER− cells by activating ERS-induced apoptosis

Next, we sought to elucidate the mechanism of upregulated GDF15 in ER− cells. Previous work has shown that GDF15 is a stress-responsive protein that exhibits increased expression in response to diverse stress environments, including ERS [15]. The expression of C/EBP homologous protein (CHOP) can be enhanced in irreversible ERS and serves as a crucial transcription factor promoting the upregulation of GDF15 [19, 20].

We therefore investigated if ERS was involved in the TAM-induced bystander effect. The enlargement of the endoplasmic reticulum is a typical feature of ERS, which can be visualized by the endoplasmic reticulum tracker [21]. Higher mean fluorescence intensities of a green-fluorescence labeled endoplasmic reticulum tracker were observed in both co-cultured and CM-cultured ER− cells (Fig. 6A–C and Fig. S6A–C), suggesting the functionally active endoplasmic reticulum. Enhanced ERS was further consolidated by western blotting of the ERS marker protein. Upregulated BiP, increased phosphorylation of eukaryotic initiation factor 2α (eIF2α), and elevated expression of CHOP were detected in both co-cultured and CM-cultured ER− cells (Fig. 6D). The phosphorylation of eIF2α has been proved to indicate the activation of a canonical ERS pathway and is the cause of increased CHOP expression [22, 23]. Immunofluorescence assays reinforced the accumulation of CHOP in the nuclei of co-cultured MDA-MB-231 and BT-549 cells (Fig. 6E).

**Fig. 6:**
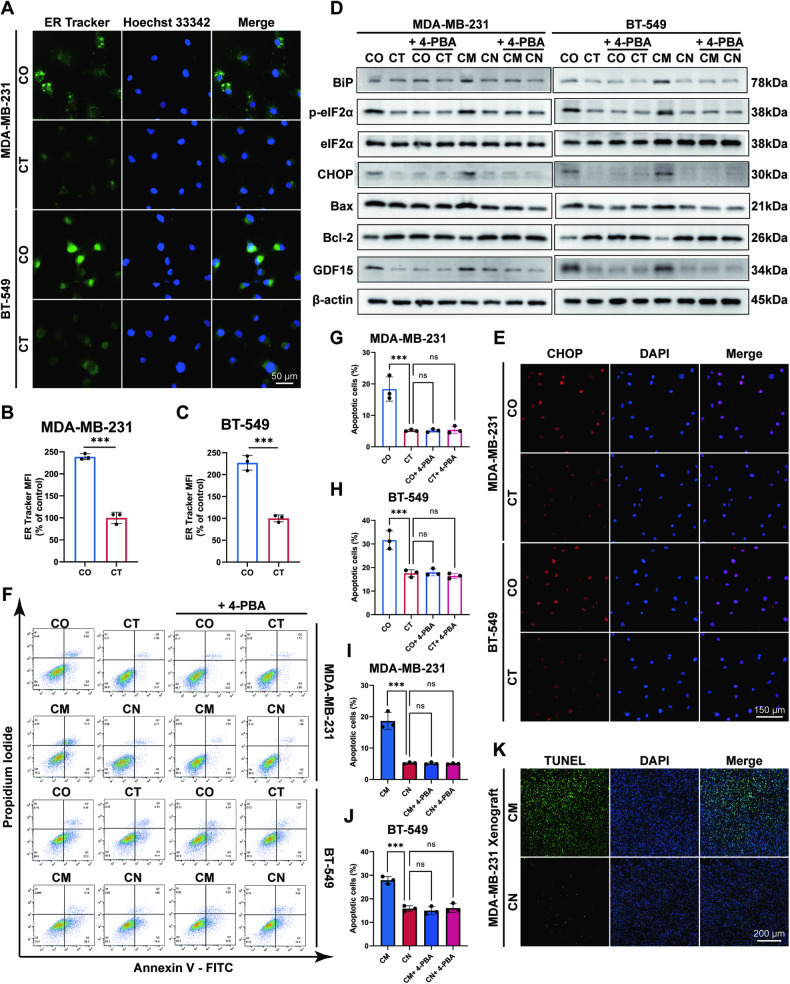
ERS-induced apoptosis is activated in ER− cells in bystander effect. CM conditioned medium, CN control medium, CO co-culture group, CT control group. ***p value < 0.001, ns *p* value > 0.05. *n* = 3. **A**–**C** Enhanced endoplasmic reticulum tracker MFI in MDA-MB-231 and BT-549 cells co-cultured with MCF7 cells. **D** Upregulated ERS markers and enhanced apoptosis in MDA-MB-231 and BT-549 cells co-cultured with MCF7 cells and treated with CM. ERS markers and apoptotic markers were suppressed by 4-PBA in MDA-MB-231 and BT-549 cells. **E** Enhanced fluorescence of CHOP detected by immunofluorescence in MDA-MB-231 and BT-549 cells co-cultured with MCF7 cells. **F**–**J** Increased proportions of apoptotic MDA-MB-231 and BT-549 cells co-cultured with MCF7 cells and treated with CM, and no statistical increase in apoptotic proportions was detected in 4-PBA-treated ER− cells. **K** Increased TUNEL-positive stained cells in CM-injected MDA-MB-231 xenografts.

Due to the fact that accumulated CHOP expression triggers cell apoptosis [24–26], we examined whether ERS-induced apoptosis plays a role in bystander tumor suppression. Apoptotic markers, including increased Bax expression and decreased Bcl-2 expression were detected in co-cultured and CM-cultured ER− cells by western blotting. However, no statistical difference of apoptotic markers was detected in ER− cells when ERS was inhibited with the ERS inhibitor 4-Phenylbutyric acid (4-PBA), indicating that apoptosis was dependent on ERS (Fig. 6D). Additionally, no upregulation of GDF15 was detected in the presence of 4-PBA, further proving the upregulated GDF15 resulted from ERS and accorded with the stress-responsive nature of GDF15. In flow cytometry assays, elevated co-cultured and CM-cultured cell apoptosis proportions were accessed by annexin V-FITC/PI staining. Apoptosis of ER− cells was inhibited in the presence of 4-PBA, which is consistent with the results in western blotting (Fig. 6F–J). As for in vivo tests, increased numbers of TUNEL-positive stained MDA-MB-231 cells were witnessed in CM-injected mice subcutaneous tumor tissues (Fig. 6K). Taken together, the attenuation of ER− cells in bystander effect results from activated BiP/eIF2α/CHOP axis and ERS-induced apoptosis.

### PPIB independently promotes ERS-induced apoptosis to kill tumor cells

Antitumor protein PPIB has been identified by us to play an antitumor role in bystander effect; thus, we investigated if PPIB can independently kill tumor cells by promoting ERS-induced apoptosis. Treatment with recombinant PPIB protein resulted in increased endoplasmic reticulum tracker fluorescence intensities in MDA-MB-231 and BT-549 cells (Fig. 7A–C). ERS markers were detected by western blotting, and increased expression of BiP, p-eIF2α, and CHOP were found in PPIB-treated MDA-MB-231 and BT-549 cells (Fig. 7D). Consistently, increased CHOP fluorescent intensities were observed in the nuclei of PPIB-treated MDA-MB-231 and BT-549 cells, providing further evidence of the induction of ERS by PPIB (Fig. S7A). The upregulation of apoptosis-related protein Bax and the downregulation of Bcl-2 were also verified, and no aberrant expressions of Bax and Bcl-2 were observed in the presence of 4-PBA. Expressions of the stress-responsive protein GDF15 were explored and correlated with the existence of ERS (Fig. 7D). The flow cytometry assays demonstrated increased apoptotic cell proportions in MDA-MB-231 and BT-549 cells treated with PPIB, whereas inhibited apoptosis was noticed with the addition of 4-PBA (Fig. 7E–G). In PPIB-injected mice subcutaneous tumor tissues, the elevated ratio of TUNEL-positive cells was witnessed, and increased expressions of GDF15 were probed (Fig. 7H, I).

**Fig. 7:**
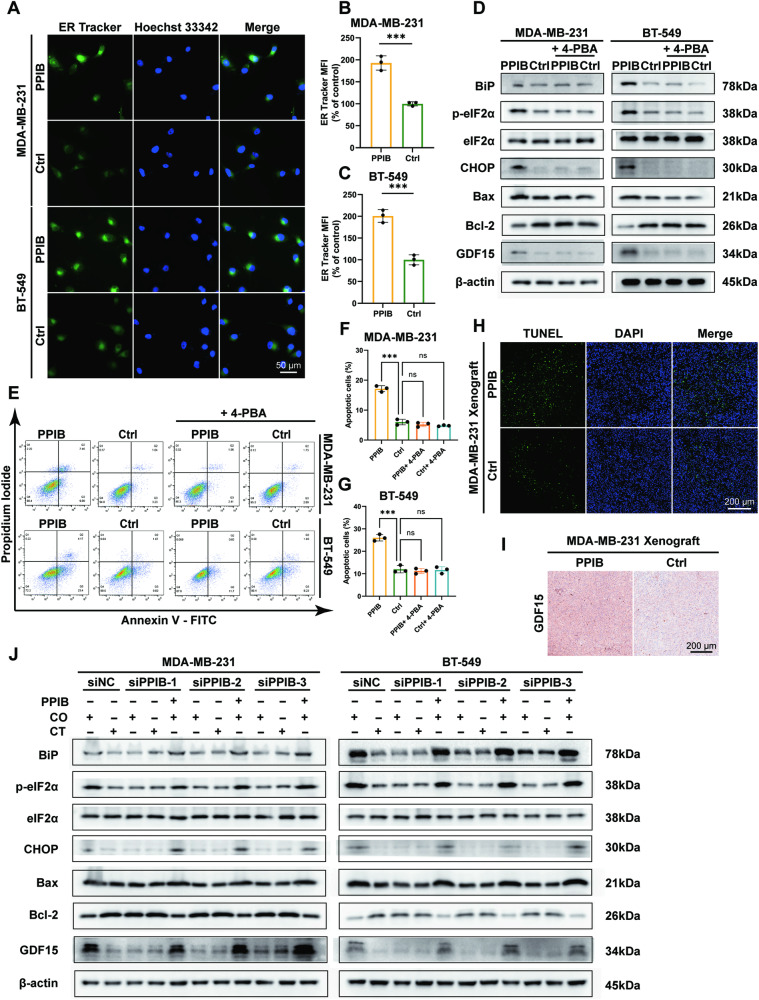
PPIB independently promotes ERS-induced apoptosis to kill tumor cells. CO co-culture group, CT control group. ***p value < 0.001, ns *p* value > 0.05. *n* = 3. **A**–**C** Enhanced endoplasmic reticulum tracker MFI in PPIB-treated MDA-MB-231 and BT-549 cells. **D** Upregulated ERS markers and apoptotic markers in PPIB-treated MDA-MB-231 and BT-549 cells, and ERS-induced apoptosis can be suppressed by ERS inhibitor 4-PBA. **E**–**G** Increased proportions of apoptotic MDA-MB-231 and BT-549 cells treated with PPIB, and no increase in apoptosis in cells treated with 4-PBA. **H** Increased TUNEL-positive stained cells in PPIB-injected MDA-MB-231 xenografts. **I** Enhanced GDF15 expression in PPIB-injected MDA-MB-231 xenografts. **J** Upregulated ERS markers and GDF15 were not detected in MDA-MB-231 and BT-549 cells co-cultured with PPIB-knockdown MCF7 cells while reintroducing PPIB into the medium re-activated TAM-induced bystander effect.

To exclude the impact of complex components in CM and coculturing system on ER− cells, we tested ERS-induced apoptosis in the absence of PPIB in MCF7 CM. Both culturing ER− cells with PPIB-deficient CM and coculturing ER− cells with PPIB-knockdown MCF7 cells triggered no elevated ERS in MDA-MB-231 and BT-549 cells, and reintroducing PPIB into the culture medium rescued these results (Fig. 7J and Fig. S7B). All three sequences of siRNAs knocking down PPIB in MCF7 cells led to consistent results, validating PPIB the primary antitumor component that independently promotes ERS-induced apoptosis in TAM-induced bystander effect.

## Discussion

In this study, we identified a novel bystander effect in TAM treatment, wherein ER+ breast cancer cells selectively attenuated the tumorigenesis of ER− cells. We further revealed that PPIB, the major antitumor protein, enhances the activation of the BiP/eIF2α/CHOP axis, leading to irreversible and overwhelming ERS. Consequently, ERS-induced apoptosis of ER− cells is promoted, while cell viability, proliferation, colony formation, and migration abilities are suppressed (Fig. 8).

**Fig. 8:**
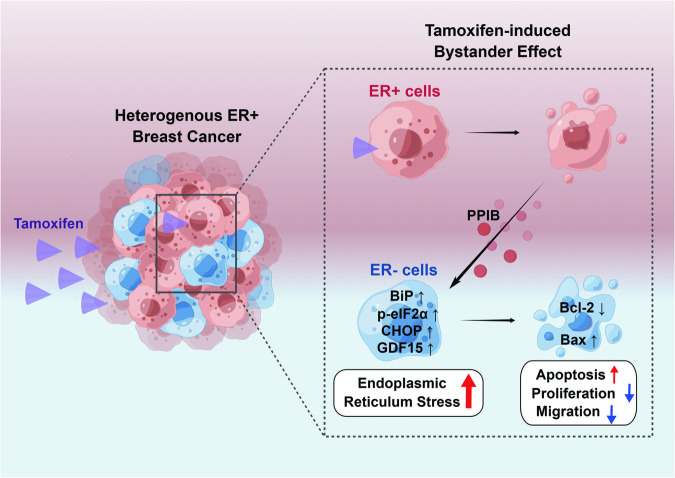
Diagram of the TAM-induced bystander effect in ER+ breast cancer. In response to TAM, ER+ breast cancer cells derive PPIB to selectively attenuate the tumorigenesis of ER− cells. The BiP/eIF2α/CHOP axis in ER− cells is activated, leading to ERS-induced apoptosis.

In ER+ breast cancer, ER signaling is important in orchestrating the development and progression of breast tumors [27]. Interrupting ER signaling has been one of the most successful therapeutic strategies in cancer therapy, among which TAM has been the most widely administered endocrine therapy for ER+ breast cancer, especially for premenopausal women patients [28]. However, there remains an obvious puzzle in the clinical practice of endocrine therapy for ER+ breast cancers: ER− cells are present with proportions varying from 0 to 99% in tumors defined as ER+ [29, 30]. Little has been known about whether the efficacy of endocrine therapy can override these ER− cells previously, as well as how ER− cells are affected in endocrine therapy. Results from our study shed light on this issue, identifying that ER− cells can be attenuated in the TAM-induced bystander effect. This finding contributes a theoretical foundation for overcoming the innate heterogeneity of ER+ cells by TAM, encouraging TAM monotherapy forward for ER+ breast cancers.

New insights into the bystander effect were also supplied. The bystander effect has been considered an important part of amplifying antitumor therapeutic effects [31, 32]. Previously, it was mainly addressed in radiation therapy and treatment with antibody-drug conjugates. In radiation therapy, irradiated tumor cells can release microparticles that provoke broad antitumor effects [33]. Cathepsin B was reported to promote the cytotoxicity of HER2-targeted antibody-drug conjugates in breast cancer [34]. Our study identified a novel bystander effect in TAM treatment that has not been addressed before, further extending the scope of the bystander effect into endocrine therapy.

As for the mediator of the TAM-induced bystander effect, PPIB was identified as the pivotal antitumor protein. As a brand-new material basis of the bystander effect, PPIB takes part in completing an in-depth understanding of bystander signaling. Extracellularly, PPIB has been proven to be secreted under stress circumstances and can bind with CD147, or upregulate TRAIL receptors [35, 36]. Our results demonstrate that extracellular PPIB also functions as a novel antitumor protein, exhibiting tumor-killing capacity in a dose-dependent manner. Considering the universal expression of PPIB, it is promising to explore PPIB in other tumors and therapies for bystander effects, hence contributing to expanding efficacy.

The attenuating role of the TAM-induced bystander effect was attributed to ERS, which is triggered by accumulated and overloaded misfolded protein in the endoplasmic reticulum lumen [37]. ERS can be either prosurvival or prodeath in the development of breast cancer. External and internal triggers, including hypoxia, undernutrition, and low pH, contribute to aberrant activation of ERS sensors and mild ERS in breast cancer cells. However, ERS is lethal when the accumulation of misfolded protein exceeds the tolerance threshold [38]. In breast cancer treatment, antitumor drugs that induce cell death by activating key modulators in excessive ERS signaling have been explored. Ilamycin E was proven to activate the CHOP/Bcl-2 axis and promote apoptosis of breast cancer cells [39]. AMC-04 was identified as an activator of ATF4/CHOP/DR5 signaling, thereby enhancing therapeutic effects [40]. In our study, the activation of the BiP/eIF2α/CHOP pathway that indicates ERS-induced apoptosis was demonstrated. Increased apoptotic cell proportions and ERS-induced apoptosis independently promoted by PPIB in breast cancer cells were also observed. Results from our study provide a further theoretical basis and potential drug candidate for inducing overwhelmed ERS to treat breast cancer.

Taken together, our study unveiled and deciphered a novel bystander-killing effect on ER− cells in TAM treatment, which can be attributed to the ERS-induced apoptosis mediated by ER+ cells-derived PPIB. The specific nature of this bystander effect on ER− cells was also addressed. Comprehending the TAM-induced bystander effect offers novel insight into overcoming the heterogeneity of ER+ breast cancer. From a therapeutical perspective, the extracellular nature of PPIB suggests a practical and accessible approach to antitumor therapy. Regarding the feasibility of utilizing PPIB as a synergistic antitumor agent or even substitute endocrine therapy in heterogenous ER+ breast cancer, further studies are warranted.

## Materials and methods

### Cell culture

All cell lines were purchased from the American Type Culture Collection (Manassas, VA, USA). MCF10A cells were cultured following the manufacturer’s instructions. MCF7, MDA-MB-231, and HUVEC cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Gibco, Carlsbad, CA, USA) with 10% fetal bovine serum (FBS; VivaCell, Shanghai, China). T47D and BT-549 cells were grown in RPMI 1640 medium (Gibco, Carlsbad, CA, USA) with 10% FBS. Cells were identified by STR profiling and tested to exclude mycoplasma contamination. All cells were cultured in a 5% CO_2_ incubator under humidified 37 °C conditions.

### Collection of conditioned medium

About 6 × 10^5^ MCF7 cells were seeded into six-well plates with 1.5 mL medium and exposed to 18 μM 4-hydroxy tamoxifen (TAM; MCE, HY-16950, NJ, USA) or control DMSO. After exposure for 24 h, cells were rinsed with PBS and then maintained in 1 mL complete medium. Another 24 h later, the conditioned medium (CM) was collected and centrifuged to remove any cells or debris. To culture ER− cells, the conditioned medium was mixed with the complete medium at a ratio of 1:1 in case of nutrient exhaustion.

The conditioned medium of T47D was also collected using the above-mentioned approach.

### Co-culture systems

Co-culture of ER− cells and MCF7 cells was conducted using transwell cell culture chambers (Corning Inc., Tewksbury, MA, USA) with a polycarbonate membrane insert (0.4 µm pore size). ER− cells were plated in the lower chamber and MCF7 cells were plated in the insert. Cells were exposed to 18 μM TAM 24 h post-plating. Co-culture systems would be maintained for 72 h after TAM exposure, and ER− cells were harvested.

### Cell proliferation assays

Cell Counting Kit-8 (CCK-8) assays and 5-ethynyl-2’-deoxyuridine (EdU) assays were conducted to assess the cell viability and proliferation ability. CCK-8 assays were performed under the manufacturer’s instructions (Bimake, B34302, Houston, TX, USA). The EdU assay kit was purchased from Ribobio (Guangzhou, China). EdU solution, Apollo 567 and 4’,6-diamidino-2-phenylindole (DAPI; Servicebio, Wuhan, China) were used to stain cell nuclei subsequently. For visualization, cells were imaged by a fluorescence microscope at the wavelengths of 594 and 340 nm (Carl Zeiss, AXIO observer 7, Germany).

### Wound healing and transwell migration assays

The migration ability of cells was tested by wound healing and transwell assays. For wound healing assays, cells were cultured in six-well plates until the confluence reached 90%. A 200 μL pipette tip was used to scratch the cell. Afterward, scratches were observed and migration areas were measured with a microscope (Olympus, Tokyo, Japan) at 0 and 24 h.

For transwell assays, cells were placed in the upper chamber with serum-free medium (pore size, 8 μm; Corning Inc.), and medium containing FBS was added to the lower chamber. Cells that migrated into the lower chamber were fixed and stained with crystal violet after 24 h. Random fields were imaged by a microscope (Olympus, Tokyo, Japan) and the average number of cells was measured.

### Colony formation assays

To evaluate colony formation ability, 1 × 10^3^ cells were seeded in six-well plates. Cells were allowed to adhere and grow into colonies for about 14 days. Colonies were fixed and stained with crystal violet to be counted.

### Apoptosis analysis

TAM-treated, co-cultured, or PPIB-treated ER− cells were digested with EDTA-free trypsin (Biosharp) and washed with PBS. For detection, cells were resuspended with the binding buffer. The Annexin V-FITC/Propidium Iodide (PI) Apoptosis Detection Kit (BD Biosciences, Franklin Lakes, NJ, USA) was utilized to label cells under the condition of protein from light. Samples were incubated at 4 °C for 30 min and detected with a flow cytometer (LSRFortessa X-20; BD). Data were analyzed with Flowjo software V10 (Flowjo, LLC).

### RNA extraction and real-time quantitative PCR (qPCR)

Total RNA was extracted using standard methods with Trizol (Vazyme, Nanjing, China). After RNA was reverse transcripted to cDNA with HiScript III qRT SuperMix (Vazyme), real-time qPCR was conducted by a BioRad CFX96 Real-Time PCR Detection System (Carlsbad CA, USA). Expression fold changes of mRNA were analyzed subsequently, taking β-actin as an internal control. Primer sequences are listed in Table S1.

### Western blotting

For protein extraction, cells were lysed with RIPA buffer (Biosharp, Hefei, China) containing protease inhibitors (MCE). Proteins were quantified with a BCA assay kit (Vazyme) and western blotting was done using standard procedures, as previously reported [41]. Polyvinylidene fluoride (PVDF) membranes (Millipore, Darmstadt, Germany) were utilized to transfer proteins. We detected signals and acquired images using Electrochemiluminescence (ECL) luminescent solution (Biosharp) and ChemiDoc XRS+ imaging system (BioRad). Antibodies against PCNA (Servicebio, GB11010), E-cadherin (Abclonal, A20798; Wuhan; China), N-cadherin (Abclonal, A19083), BiP (Cell Signaling Technology, 3177 S; Danvers; MA; USA), eIF2α (Cell Signaling Technology, 2103 S), p-eIF2α (Abclonal, AP0692), CHOP (Proteintech, 15204-1-AP; Wuhan; China), GDF15 (Abclonal, A0185), PPIB (Abcam, ab178397; Cambridge; MA; USA), Bax (Abclonal, A0207), Bcl-2 (Abclonal, A0208), β-actin (Cell Signaling Technology, 8457 S) were used in our study. Original Western blots are also shown as supplementary information.

### Label-free quantitative proteomics

Label-free Quantitative Proteomics was conducted at Bioprofile Technology (Shanghai, China). Serum-free supernatant of TAM-treated or DMSO-treated MCF7 cells was collected 24 h after drug elution (*n* = 3 for each group). Samples were lyophilized, lysed, and boiled, followed by 2 min of ultrasonication. Lysates were centrifuged at 16,000×*g* for 20 min and redissolved with 200 µL UA (8 M Urea, 150 mM Tris-HCl). In addition to trypsin digestion, extracting peptides, and column separation, a Q-Exactive HF-X mass spectrometer (Thermo Scientific) was used to analyze the peptides. Using Proteome Discoverer 2.4 (Thermo Scientific), protein sequences were identified according to the UniProt database Homo sapiens (Human) [9606]-20598-20220803. fasta. At least one unique peptide was present in each identified protein. The Peptide Spectrum Matches (PSMs) false discovery rate (FDR) and protein FDR were both set as <0.01. Statistically differentially expressed proteins were identified with a filter of *p* value <0.05, |log2FC| >2. The mass spectrometry proteomics data of our study have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the iProX partner repository with the dataset identifier PXD047000.

### ELISA and PPIB recombinant protein treatment

The concentration of PPIB in cell supernatant was tested with an ELISA kit purchased from JiangLai Biological (JL11615, Shanghai, China). ELISA assays were conducted following the manufacturer’s instructions.

PPIB recombinant protein (Proteintech, Ag17957) was resolved and diluted with sterile water. Cells were treated with PPIB recombinant protein at concentrations of 125, 250, and 500 ng/mL.

### RNA sequencing

As sequencing libraries, Illumina NEBNext Ultra^TM^ RNA Library Prep Kit for Illumina® (NEB, USA) was used. The sequencing of RNA was carried out by Novogene (Beijing, China) following standard procedure. Different expressions of genes were considered to be statistically significant if *p* <0.05. Data files for RNA sequencing were uploaded to the NCBI Gene Expression Omnibus databases (GSE247920).

### Small interfering RNA (siRNA) transfection assays

For siRNA transfection, lipofectamine 3000 (Invitrogen) and OptiMEM (Gibco) were used, following the manufacturer’s instructions. Control siRNA (siNC) and siPPIB were synthesized by Qingke Biotechnology (Wuhan, China). The sequence of siNC is UUCUCCGAACGUGUCACGUTT. The sequences of siPPIB were CCUACGAAUUGGAGAUGAA (siPPIB-1), CAGCAAUUCCAUCGUGUA (siPPIB-2), and GCCUUAGCUACAGGAGAGA (siPPIB-3).

### Fluorescent labeling with endoplasmic reticulum tracker green

To label the endoplasmic reticulum, cells were incubated with 1 µM endoplasmic reticulum tracker green (Beyotime, C1042S, Shanghai, China) for 30 min according to the manufacturer’s instructions. Cells were then fixed, and nuclei were stained with Hoechst 33342 (Ribobio). The fluorescence was visualized by an AXIO observer 7 microscope (Carl Zeiss).

### Immunofluorescence

Immunofluorescence assays were done to detect the location and expression of proteins. Cells were planted in confocal dishes and fixed with paraformaldehyde after adhesion. A cy3-conjugated goat anti-rabbit IgG (H + L) antibody (Proteintech) was used as a secondary antibody, and the nucleus was dyed with DAPI (Servicebio). Fluorescence was visualized by an AXIO observer 7 fluorescence microscope (Carl Zeiss).

### Animal experiments

Animal experiments were executed under the permission and supervision of the Animal Care Committee of Tongji Medical College ([2022] IACUC Number: 3359). Female BALB/c nude mice at the age of 4 weeks old were purchased from Vital River Laboratory Animal Technology Co. Ltd. (Beijing, China). MDA-MB-231 cells (2 × 10^6^) mixed with matrix gel (BD) at a ratio of 1:1 were injected into bilateral axillary flanks of nude mice to develop subcutaneous tumor xenograft models. When tumors reached 100–150 mm^3^, nude mice were randomized to intratumorally inject fresh-collected, serum-free CM or CN, or PPIB or PBS 100 µL once per day for 7 days (*n* = 8 per group) [42–44]. To assess tumor growth, the longest diameters (D) and shortest diameters (d) of tumors were measured every 3 days with a caliper. Tumor volumes were calculated by the formula (d^2^ × D)/2 [45]. Mice were sacrificed once tumor volume reached 1000 mm^3^, and tumors were dissected to be weighed and undergo subsequent experiments.

### IHC and TUNEL staining

Paraformaldehyde-fixed tissues were embedded in paraffin. Sections were cut at a width of 3–5 µm and dewaxed.

For IHC assays, Citrate buffer was used to unmask antigens, while 3% hydrogen peroxide was used to deplete endogenous peroxidases. Antibodies against Ki-67 (Servicebio, GB111499), PCNA (Servicebio, GB11010), and GDF15 (Abclonal, A0185) were used according to standard techniques. Slides were randomly imaged by a microscope (Olympus).

For TUNEL staining, sections were permeabilized with protease K. Apoptotic cells were detected with a TUNEL BrightGreen Apoptosis Detection Kit (Vazyme, A112) under the guidelines of the manufacturer.

### Statistical analysis

Data were presented as mean ± standard deviation (SD) or as values. The significance of the difference was evaluated by grouped two-tailed Student’s *t*-tests. Pictures were measured and analyzed with ImageJ software. Statistical analyses were conducted using SPSS 24.0 (SPSS Inc. Chicago, IL, USA) and GraphPad Prism 9.0 software (GraphPad Software, San Diego, CA). It was considered statistically significant if the *p* value was less than 0.05 (*), 0.01 (**), or 0.001 (***).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Supplementary Figures and Table

Reporting Summary

## Data Availability

All data are available in the article and supplementary information. The mass spectrometry proteomics data of our study have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the iProX partner repository with the dataset identifier PXD047000. Data files for RNA sequencing were uploaded to the NCBI Gene Expression Omnibus databases (GSE247920) and will be public from the date of publication. Original Western blots are also shown as supplementary information.

# Supplementary material for: A novel bystander effect in tamoxifen treatment: PPIB derived from ER+ cells attenuates ER− cells via endoplasmic reticulum stress-induced apoptosis
**Source:** Cell Death Dis. 2024 Feb 15;15(2):147. doi: 10.1038/s41419-024-06539-3
**Supplement:** Supplementary file 1 — Supplementary Figures and Table

1 **Supplementary Material**

2

3 **A novel bystander effect in tamoxifen treatment: PPIB derived from ER+ cells**
4 **attenuates ER- cells via endoplasmic reticulum stress-induced apoptosis**

5

6

7 Tinglin Yang^{1, #}, Wenhui Li^{1, #}, Jun Zhou^{1, #}, Ming Xu¹, Ziwei Huang¹, Jie Ming^{1, *}, Tao Huang^{1, *}

8

9

10 **This file includes:**

11 **Figure S1-S7**

12 **Table S1**

13

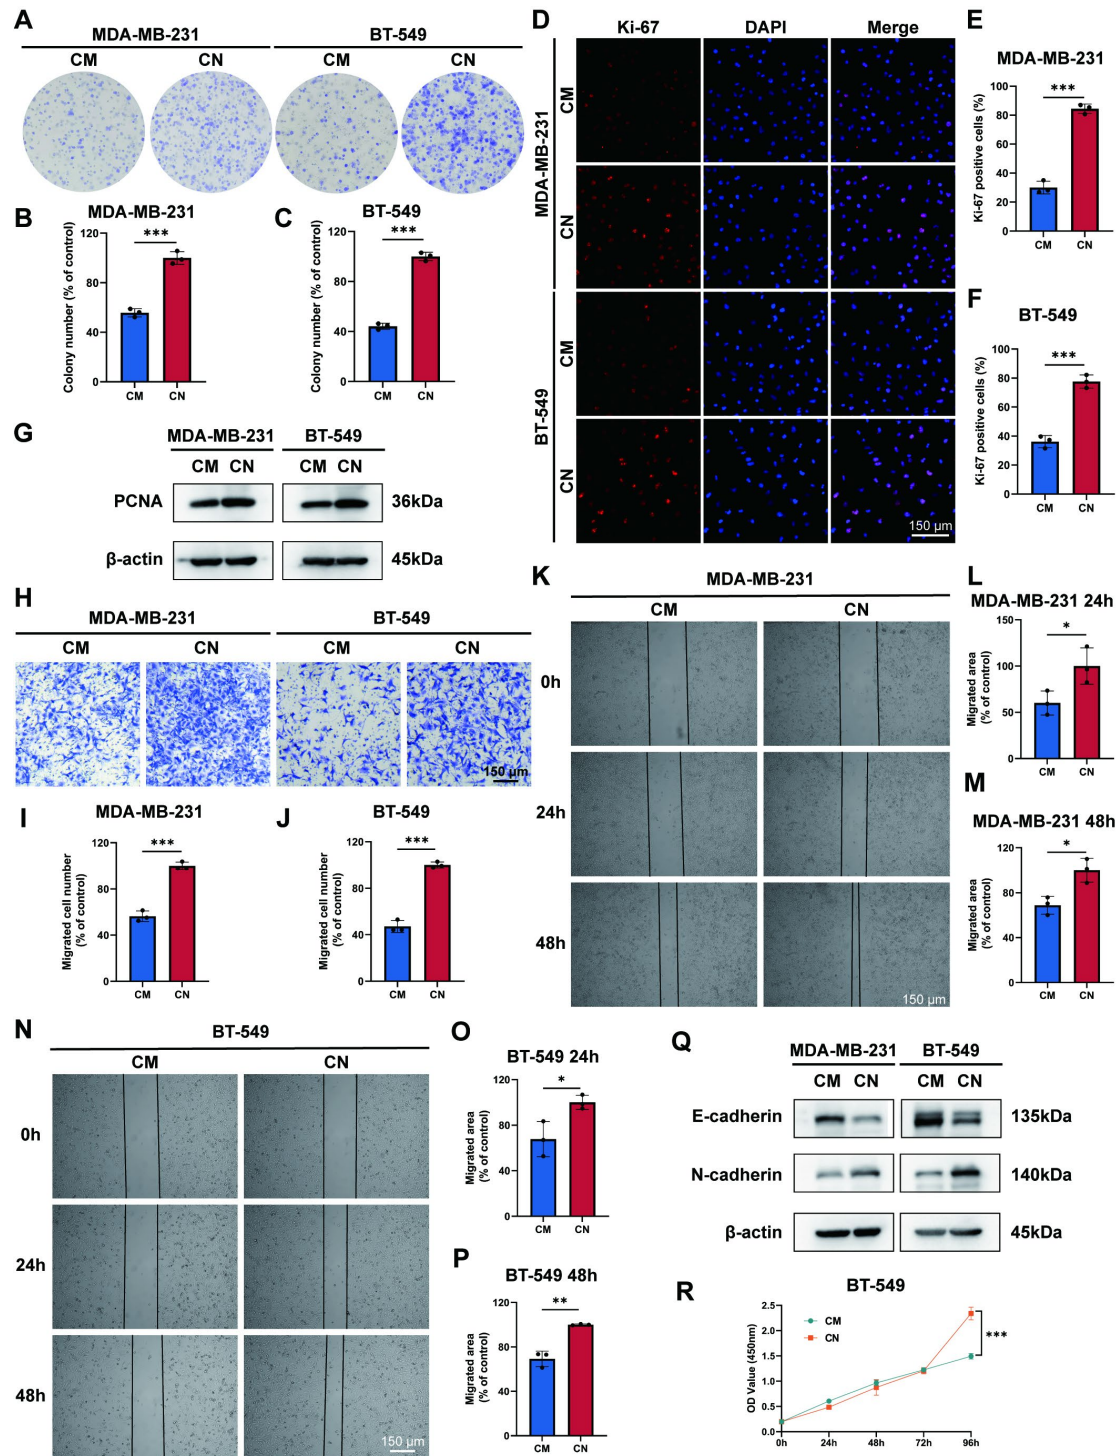

Figure S1. Conditioned medium from TAM-treated ER⁺ cells attenuates tumorigenesis of ER⁺ cells. CM: conditioned medium; CN: ctrl medium. *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001.

(A-C) ER⁺ breast cancer cell lines MDA-MB-231 and BT-549 were cultured with CM or CN

generated from MCF7 cells. The colony-forming capacity was repressed in CM-cultured MDA-MB-231 and BT-549 cells. n=3. **(D-F)** Decreased percentage of Ki-67 positive cells were detected in CM-cultured MDA-MB-231 and BT-549 cells. n=3. **(G)** PCNA expressions were reduced in CM-cultured MDA-MB-231 and BT-549 cells. n=3. **(H-J)** Transwell-based migration was inhibited in CM-cultured MDA-MB-231 and BT-549 cells. n=3. **(K-M)** Reduced migrated areas at both 24 hours and 48 hours were detected in CM-cultured MDA-MB-231 cells in wound healing assays. n=3. **(N-P)** Reduced migrated areas at both 24 hours and 48 hours were detected in CM-cultured BT-549 cells in wound healing assays. n=3. **(Q)** Increased E-cadherin levels and decreased N-cadherin levels were detected in CM-cultured MDA-MB-231 and BT-549 cells. n=3. **(R)** Attenuated viability was measured in BT-549 cells cultured with CM generated from T47D cells. n=5.

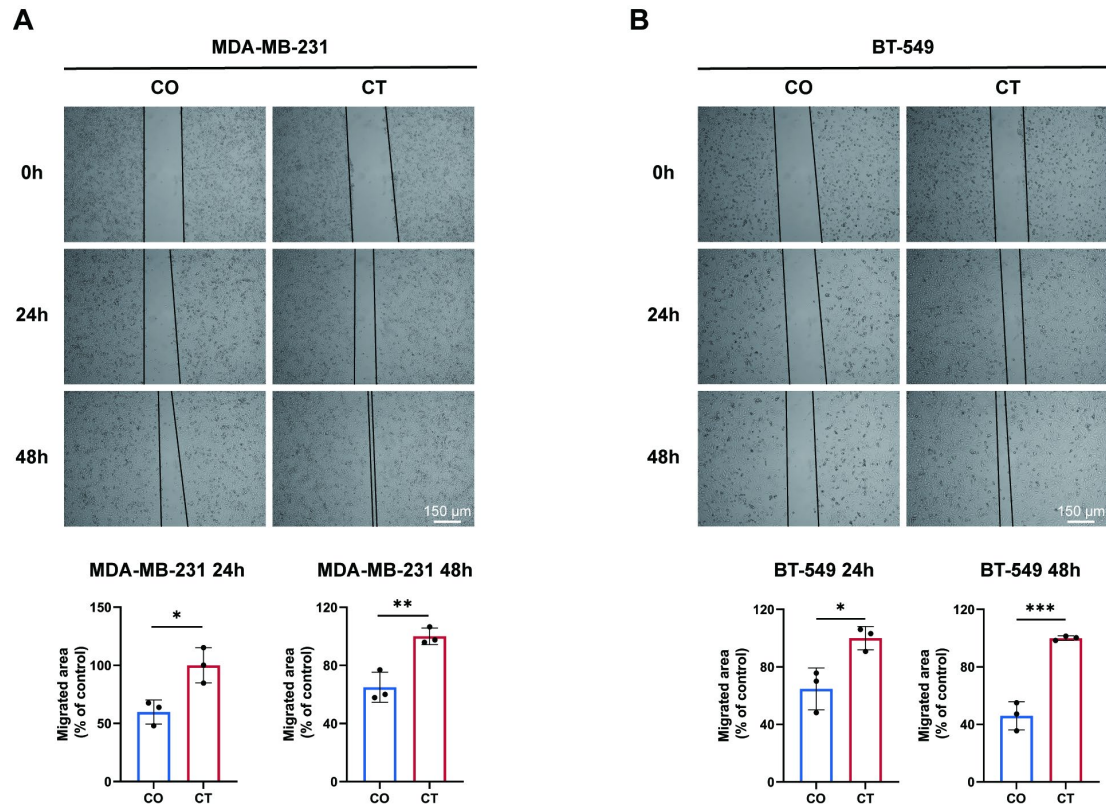

Figure S2. Attenuated migration ability of ER- cells co-cultured with MCF7 cells. CO: co-culture group; CT: control group. *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. n=3.

(A) Reduced migrated areas at both 24 hours and 48 hours were detected in MDA-MB-231 cells co-cultured with MCF7 cells. **(B)** Reduced migrated areas at both 24 hours and 48 hours were detected in BT-549 cells co-cultured with MCF7 cells.

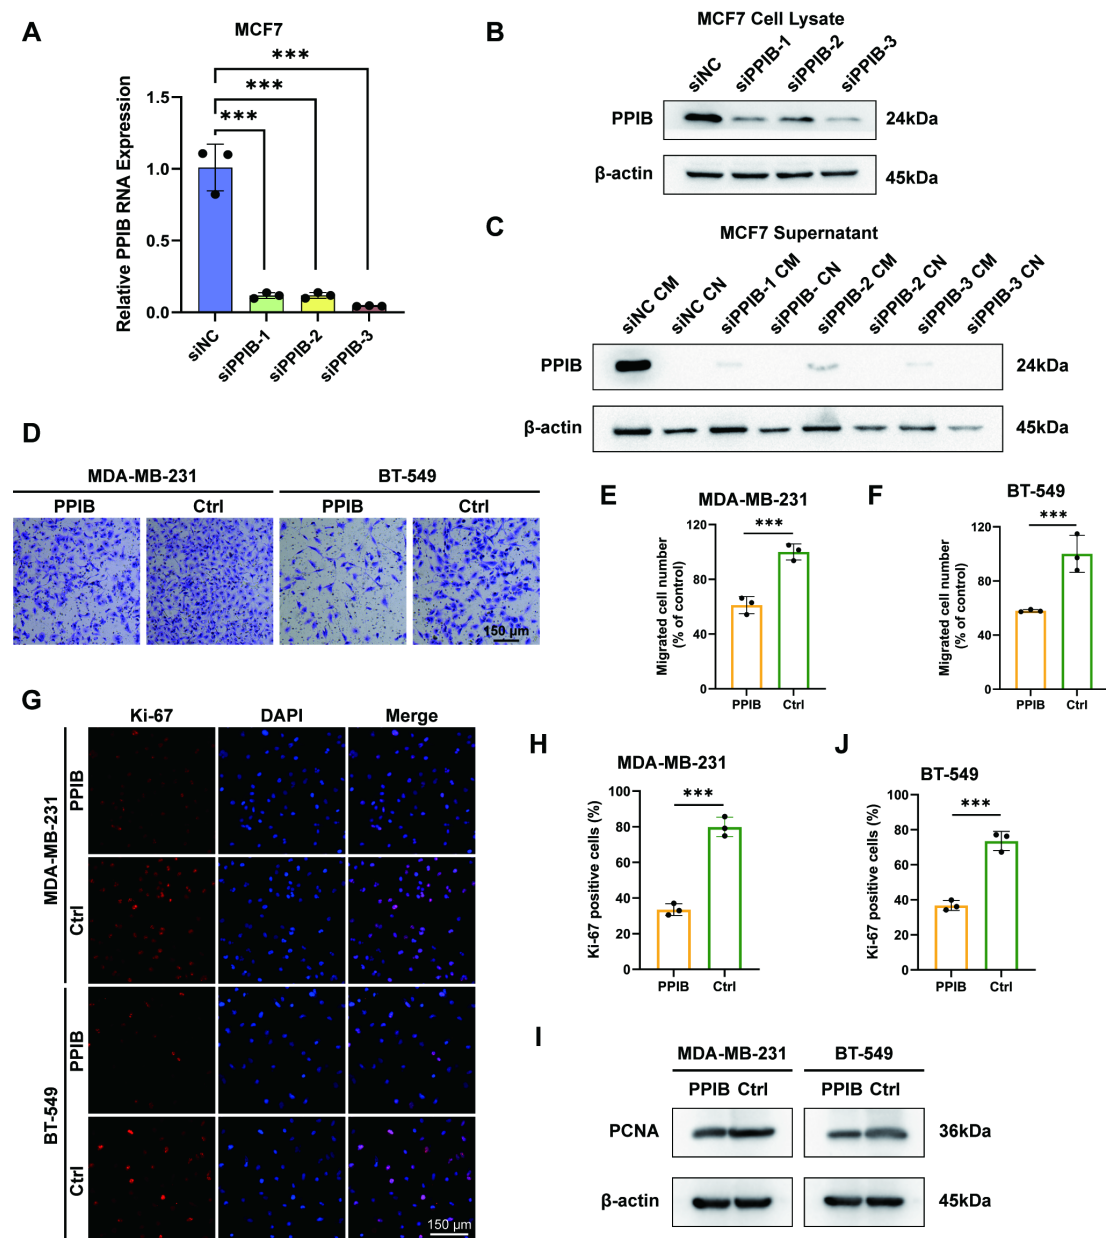

Figure S4. PPIB is the predominant antitumor protein in MCF7 CM. CM: conditioned medium;

CN: control medium. ***p-value < 0.001. n=3.

(A-B) Successful knockdown of PPIB in MCF7 cells validated by qPCR and western blotting. (C)

Decreased PPIB levels in CM by knocking down PPIB in MCF7 cells. (D-F) Impaired transwell-

based migration in PPIB-treated MDA-MB-231 and BT-549 cells. (G-J) Reduced percentage of Ki-

67 positive cells was detected in PPIB-treated MDA-MB-231 and BT-549 cells. (I)

PCNA expressions in MDA-MB-231 and BT-549 cells were suppressed by PPIB treatment.

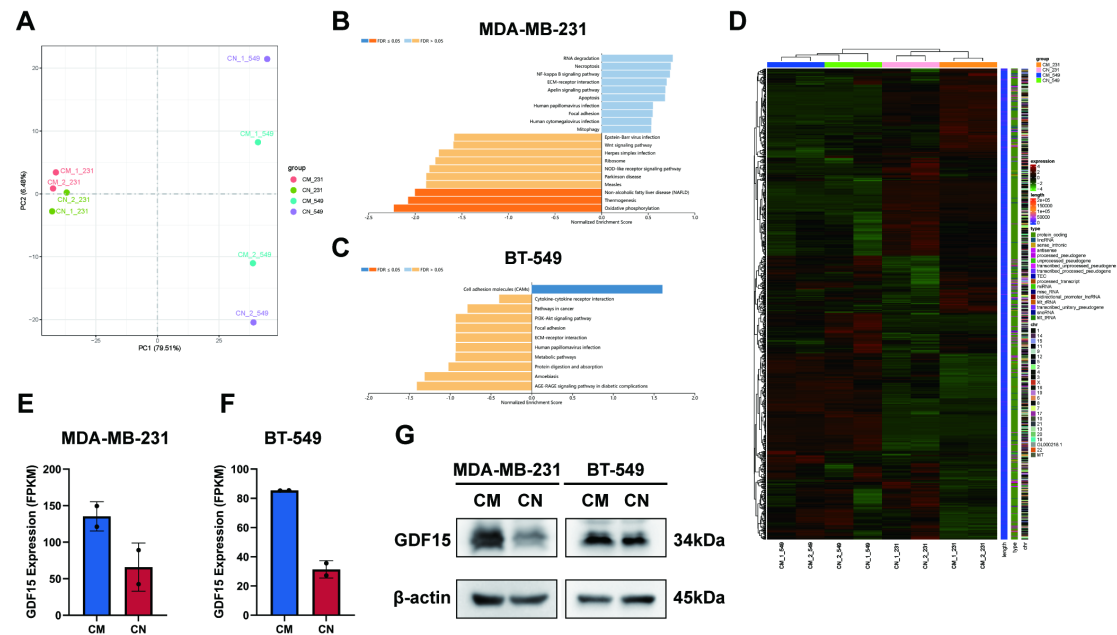

Figure S5. Stress-responsive protein GDF15 is upregulated in ER- cells in TAM-induced bystander effect. CM: conditioned medium; CN: control medium.

(A) PCA analysis of MDA-MB-231 and BT-549 cells cultured with CM or CN. **(B-C)** Top enriched KEGG pathways in MDA-MB-231 and BT-549 cultured with CM. **(D)** Heat map displaying cluster analysis of DEGs within and between groups. **(E-F)** GDF15 RNA levels in RNA sequencing (FPKM). **(G)** Increased GDF15 expressions in MDA-MB-231 and BT-549 cells cultured with CM.

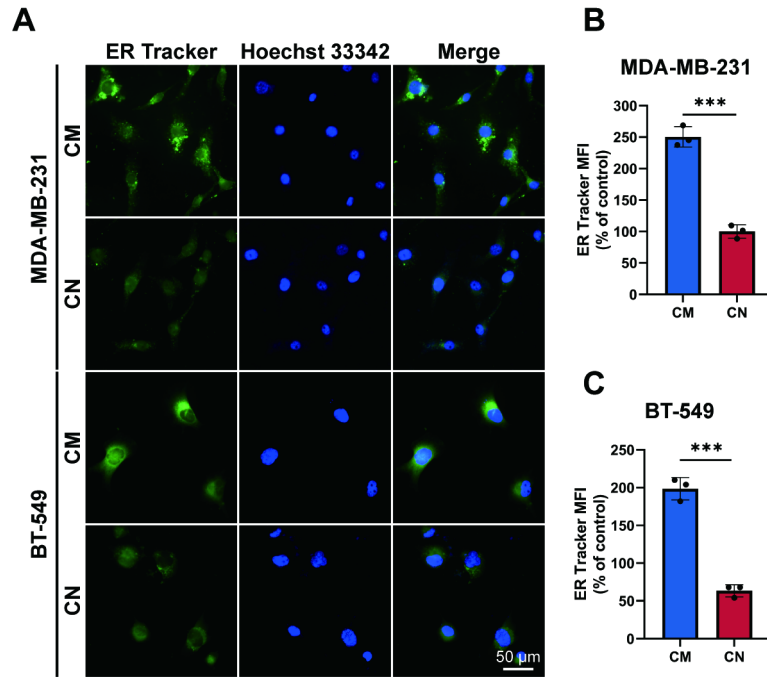

Figure S6. ERS-induced apoptosis is activated in ER- cells cultured with CM. CM: conditioned medium; CN: control medium. ***p-value < 0.001. n=3.

(A-C) Enhanced endoplasmic reticulum tracker MFI in CM-cultured MDA-MB-231 and BT-549 cells.

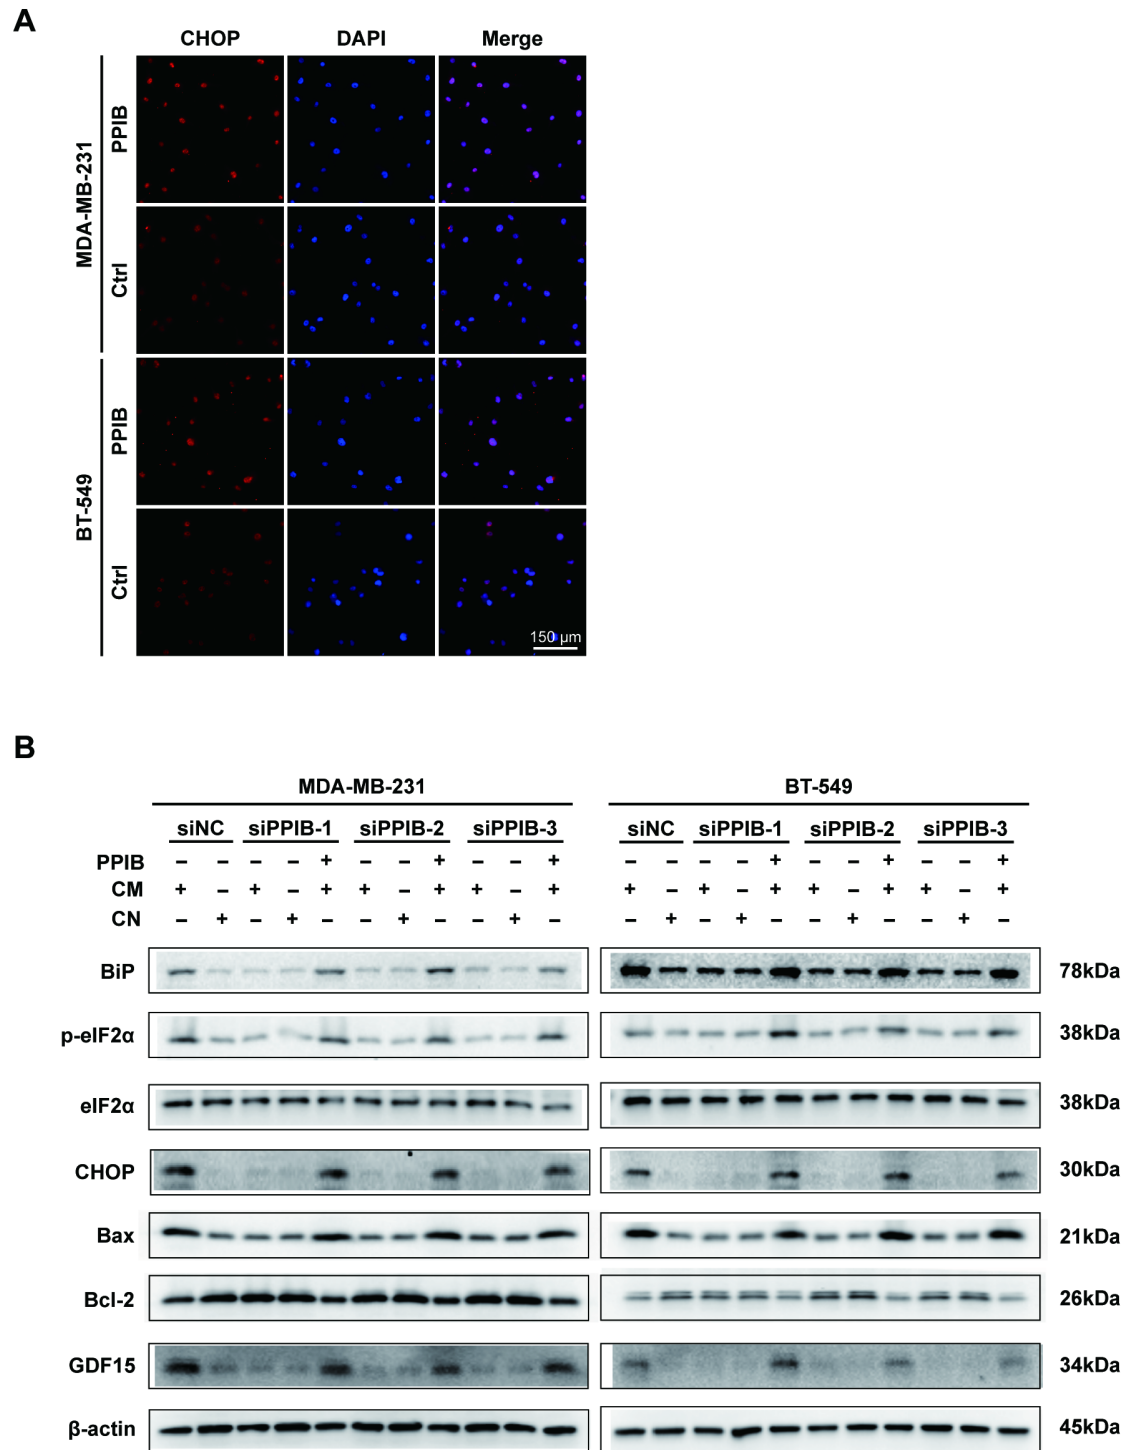

Figure S7. PPIB independently promotes ERS-induced apoptosis to kill tumor cells. CM: conditioned medium; CN: control medium. n=3.

(A) Increased fluorescence of CHOP detected by IF in PPIB-treated MDA-MB-231 and BT-549 cells. **(B)** Upregulated ERS markers and GDF15 were not detected in MDA-MB-231 and BT-549 cells cultured with PPIB-deficient MCF7 CM, while reintroducing PPIB into CM re-activated TAM-

73 induced bystander effect.

74

Table S1. Sequences of primers used in the study.

**Gene**	**Forward Primer**	**Reverse Primer**
HEXIM1	CCGAGGCCAGTAAGTTGGG	GACGGGCGTCTCCTATGTTT
METAP1	AAGGGATGCGACTTGTATGTAGG	CTTCTTGTAAGGGCCTTCTGTC
SHMT1	CTGGCACAACCCCTCAAAGA	AGGCAATCAGCTCCAATCCAA
ASS1	CTTGGGGCCAAAAAGGTGTTC	GAGGTAGCGGTCTCATACAG
HSPBP1	CAGAACCGATGAGTGAGGAGA	TCTGCGGCATTGTCCATGTT
RPL5	GCTCGGAAACGCTTGGTGATA	CCCTCTATACGGGCATAAGCAAT
PPIB	AAGTCACCGTCAAGGTGTATTTT	TGCTGTTTTTGTAGCCAAATCCT
DDX1	TCTCCGAGATGGGTGTAATGC	ACCTCCTCCTAAGATCAATGGG
THOP1	CAAGCTGGGCCGGAGAAAT	TGTTGAAGTCGATGCACAGAAG
AGRN	ACGGAGTCACCTACGAAAACG	AGCAATCACTGTCATACGTGC
L1CAM	TGTCATCACGGAACAGTCTCC	CTGGCAAAGCAGCGGTAGAT
PPT1	GGAGCGGGGTATCAATGAGTC	CCACTCCGAATCTACAGGGTC
LRG1	GGACACCCTGGTATTGAAAGAAA	TAGCCGTTCTAATTGCAGCGG
TIMP1	CTTCTGCAATTCCGACCTCGT	ACGCTGGTATAAGGTGGTCTG
EEF2	CATTGCCGAGCGCATCAAG	CTCGCCGTAGGTGGAGATGA
NCL	GCACCTGGAAAACGAAAGAAGG	GAAAGCCGTAGTCGGTTCTGT
P4HB	GGCTATCCCACCATCAAGTTC	TCACGATGTCATCAGCCTCTC
HSP90AB1	CATCTCCATGATTGGGCAGTT	CTTTGACCCGCCTCTCTTCTA
NME2	AGACCGACCATTCTTCCCTG	TGATGTTCCCTGCCAACCTGA
IFI6	GGTCTGCGATCCTGAATGGG	TCACTATCGAGATACTTGTGGGT
IFI44	TTTTCGATGCGAAGATTCAGTGG	CCTGATGCGTTACATGCCCTT
ABCA1	ACCCACCCTATGAACAACATGA	GAGTCGGGTAACGGAAACAGG
IGFBP4	GAGCTGGGTGACACTGCTTG	CCCACGAGGACCTCTACATCA
IGFBP7	CGAGCAAGGTCCTTCCATAGT	GGTGTCGGGATTCCGATGAC
SREBF1	CGGAACCATCTTGGCAACAGT	CGCTTCTCAATGGCGTTGT
PRSS23	CAGTGTCTATAAGGGAACCTCCAC	CCTGAGTCTCGGTGTTGGG
GDF15	ACCTGCACCTGCGTATCTCT	CGGACGAAGATTCTGCCAG
β -actin	TGGCACCCAGCACAATGAA	CTAAGTCATAGTCCGCCTAGAAGCA

How the deposited data were processed for this re-analysis (not part of the article)

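RNA sequencing libraries of MDA-MB-231 and BT-549 cells cultured with CM or CN were compared, with 2 libraries per cell line and medium. The authors deposited a table of raw counts per gene and a table of FPKM values, each with 58735 genes and all 8 libraries. The unit of the first is whole-number counts, not normalized. The unit of the second is FPKM, which the authors computed from the same counts: in every library, for all genes with at least 100 counts, the library size behind the FPKM was within 0.1% of the DESeq2 size factor times the geometric mean of the totals. The submitters' processing notes name HISAT2 2.0.5 and GRCh38. They do not name the program that counted the reads, and the paper's text names no tool or model for the RNA sequencing. Its statistics section names Student's test, SPSS and GraphPad Prism for the paper as a whole, and does not say whether these were used for the genes. The gene IDs, coordinates and biotypes were checked against GENCODE 29, where 58735 IDs matched and 58708 had the same name. Total counts ranged from 14116956 to 16953770 per library. No 2 replicates were alike within sampling noise, over genes with at least 20 counts in a pair.

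The main comparison of CM with CN was made within each cell line with edgeR 4.0.16 in R 4.3.3 (TMM scaling, genes kept by filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05). All 8 libraries were used for a test across both cell lines, with the cell line as a term, and for a test of the difference in response between them. The paper's threshold, an unadjusted p under 0.05, was applied to the same fits, and an absolute log2 fold change above 1 was added from the dashed lines of Fig. 5A, B. Genes called in both cell lines were compared with the number expected of independent lists over the genes tested in both. The PCA used log2 CPM with a prior count of 2, centred by gene. For GDF15, an exact permutation test of FPKM was made.

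The test designs, the alternatives, the rule for named genes and 21 gene lists were fixed before the data were examined. The rule took the 8 genes that the paper names for the RNA sequencing and its qPCR, 13 genes of proteins that it measured or discusses, up to 10 genes per direction and cell line with the largest change at an adjusted p under 0.05 (none qualified), the 4 members of each list with the smallest p in each cell line, up to 15 genes called in both cell lines in the same direction, the 5 genes with the smallest p of the difference between the cell lines and the 10 with the smallest p across both. It gave 173 genes. The lists were PERK-ATF4-CHOP stress genes, ER chaperones and ER-associated degradation, apoptosis regulators, proliferation genes, interferon-stimulated genes, cholesterol synthesis, fatty acid synthesis, LXR targets, oxidative phosphorylation (nuclear genes and genes of the mitochondrial genome), cytosolic ribosomal proteins, extracellular matrix genes, cell adhesion molecules, NF-kappaB targets, p53 targets, hypoxia and glycolysis, lysosome and autophagy, NRF2 targets, mesenchymal and migration genes, immediate early and heat shock genes, and luminal marker genes of MCF7 cells, which could be carried over in the medium. They stand in for KEGG pathways and do not have the same members. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 between genes, and again with an estimated correlation and with fry. With an estimated correlation, camera also uses the residual degrees of freedom of the fit, which are few here. A call lost in that setting is therefore not laid to the correlation alone.

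The alternatives were DESeq2 1.42.0, size factors of DESeq2 in edgeR, no filter on low counts, one fit of all 8 libraries, the replicate number as a block, each library left out in turn, and limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.5. The PCA was also run on 500 genes of highest variance, on log2(FPKM + 1) and on scaled genes. Spreads of list medians came from 1000 bootstrap draws. The fits were tested on simulated counts with 200 changed genes, drawn from those above a minimum level. Dispersions followed the measured trend over the expression level, with no gene-to-gene spread around it and no library that stands apart. The recovery given here can therefore be higher than in the real libraries. At an adjusted p under 0.05, edgeR recovered 61.2% of changes of 2-fold, 98.5% of 4-fold and 100% of 8-fold in MDA-MB-231 cells, and 19.4%, 86.6% and 100% in BT-549 cells. In the test of the difference between the cell lines, it recovered 5.97%, 71.6% and 87.9%. The protein, qPCR and animal experiments of the paper have no values in these tables and were left out. Tables were drawn as plots with Python 3.11.15 and matplotlib 3.10.9.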

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

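Of the tests in this part, that of interferon-stimulated genes in the other cell line and both tests on genes with opposite directions were chosen only after the result was seen.

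Interferon-stimulated genes were lower in MDA-MB-231 cells cultured with CM (adjusted p = 2.75e-36 by camera, and adjusted p = 0.280 with an estimated correlation), a group that the pathways of Fig. S5B do not show. The list was written with IFI44 and IFI6 from the paper in view, so its direction is not independent evidence. The tables argue against 1 CN library that stands apart, since the highest of the 4 medians between a CM and a CN library was -0.60 (bootstrap SD 0.16), and against gene length and GC content as the whole cause, since the median was -0.74 after that trend was removed and -0.71 before. A response to CM that both cell lines share may add to it, since the median in BT-549 cells was -0.18 (SD 0.083, adjusted p = 9.13e-04, and adjusted p = 0.212 with an estimated correlation), but the responses differed between the cell lines with the preset correlation (adjusted p = 5.80e-07) and not with an estimated one (adjusted p = 0.159). What the medium holds was not measured in these libraries, and a batch that parts CM from CN within a cell line stays open.

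Genes called in both cell lines went in opposite directions more often than independent lists would give, with 3.43 times the expected number. Gene length and GC content as the whole cause are argued against, since the ratio was 2.26 after that trend was removed (76 genes, 33.6 expected) and 3.26 before (26 genes, 7.99 expected). GC content may be part of it. Across genes, the log2 fold change had a Spearman correlation with GC content of 0.15 in MDA-MB-231 and -0.24 in BT-549 cells. A single library may decide the pattern: the ratio was 1.12 without BT-549 CN replicate 1 and 1.45 without MDA-MB-231 CN replicate 2. Without BT-549 CM replicate 2, the ratio was 1.89, on too few genes to be told from independent lists. A different response of the cell lines to CM stays open beside a single library.

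Extracellular matrix genes were lower in BT-549 cells cultured with CM (adjusted p = 0.212 with an estimated correlation), and with the preset correlation the response differed from that of MDA-MB-231 cells (adjusted p = 1.16e-08, median difference -0.71, and adjusted p = 0.159 with an estimated correlation). A single CN library that stands apart is argued against by the highest of the 4 medians between a CM and a CN library, which was -0.41 (SD 0.14), and gene length and GC content as the whole cause by a median of -0.52 after that trend was removed and -0.54 before. A response of BT-549 cells to CM is a hypothesis that these values leave open, as they do a batch that parts the media.

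The responses of 6 other lists differed between the cell lines. Proliferation genes (adjusted p = 8.87e-04, median difference of BT-549 minus MDA-MB-231 0.23), PERK-ATF4-CHOP stress genes (adjusted p = 0.00687, 0.39), cholesterol synthesis (adjusted p = 0.0298, 0.26) and respiratory chain genes of the mitochondrial genome (adjusted p = 0.0414, 0.65) were higher in BT-549 relative to MDA-MB-231 cells. LXR targets (adjusted p = 0.0298, -0.27) and hypoxia and glycolysis (adjusted p = 0.0485, -0.25) were lower. With an estimated correlation, 0 of the 8 differences passed (smallest adjusted p = 0.159).

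Several lists passed that the pathways of Fig. S5B, C do not show. In MDA-MB-231 cells, hypoxia and glycolysis was higher (adjusted p = 0.00969). In BT-549 cells, LXR targets were lower (adjusted p = 1.34e-12 by camera), a list written with ABCA1 and SREBF1 from the paper in view. PERK-ATF4-CHOP stress genes were higher there (adjusted p = 1.97e-04), and so were proliferation genes (adjusted p = 1.97e-04). Respiratory chain genes of the mitochondrial genome (adjusted p = 0.00415), NF-kappaB targets (adjusted p = 0.00637) and immediate early and heat shock genes (adjusted p = 0.0271) were higher in BT-549 cells too. With an estimated correlation, none of these calls held.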

How the results depend on the processing

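The number of genes called depended on the tool, the filter and single libraries, and of 3573 recomputed values of named genes, 131 changed sign, 115 of them without 1 library, and 229 came to pass the threshold in the same direction and 4 in the opposite one. None of these genes passed in edgeR with all libraries of a cell line, the medium alone and the filter, so that no call could be lost. Of the recomputed values of gene lists, 35 lost a call, 17 gained one and 1 reversed. At an adjusted p under 0.05, DESeq2 called 33 genes in MDA-MB-231 cells, 3 in BT-549 cells, 5 across both and 14 that differed between them, and edgeR with no filter on low counts called 246, 17, 19 and 70, where edgeR with the filter called 0 (1119, 294, 377 and 904 at an unadjusted p). One fit of all 8 libraries called 1 gene in BT-549 cells. At an unadjusted p, MDA-MB-231 cells had 713 genes by DESeq2, 2084 with no filter, 694 in one fit of all 8 libraries, and 301 (edgeR) or 182 (DESeq2) with an absolute log2 fold change above 1. BT-549 cells had 189, 660, 623, 152 and 107, and both cell lines shared 21, 99, 59, 10 and 8. Same-numbered libraries share a number that no source calls a batch, and the correlation of their deviations across genes was -0.15 in MDA-MB-231 and 0.56 in BT-549 cells. With the replicate block, edgeR called 167 genes in BT-549 cells at an adjusted p and 723, 1405 and 106 at an unadjusted p in MDA-MB-231 cells, BT-549 cells and both, and GDF15 in BT-549 cells was at 1.47 (adjusted p = 2.25e-11). With no filter, GDF15 passed at 1.04 in MDA-MB-231 and 1.46 in BT-549 cells. Lists that passed were 0 with an estimated correlation and 0 with fry in each cell line.

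Leaving out 1 library, the lone library being assumed to vary like the other group, gave 0 to 2902 genes in MDA-MB-231 cells and 1 to 481 in BT-549 cells at an adjusted p. At an unadjusted p it gave 128 to 4950, 76 to 2459, and 6 to 230 in both. The highest counts came without a CN library. GDF15 ranged from 0.60 to 1.69 in MDA-MB-231 cells and from 1.27 to 1.67 in BT-549 cells, and the lists that passed from 3 to 10 and from 3 to 9. Without CN replicate 2 in MDA-MB-231 cells, MT-ATP6 (0.44), MT-ND2 (0.38), MT-ND3 (0.48) and MT-ND6 (0.66) reversed, and without CN replicate 1 they were at -1.31, -0.93, -1.43 and -0.72. Without CN replicate 2 in BT-549 cells, the list of respiratory chain genes of the mitochondrial genome reversed (adjusted p = 0.666), and its lowest and highest adjusted p without 1 library were 6.40e-12 and 0.666. The cause was not tested. The first principal component held 99.1% with 500 genes of highest variance, 78.3% on log2(FPKM + 1), 80.4% with no filter, 60.6% on scaled genes, and 87.5% to 89.1% without 1 library. Depth was not varied, so what it limits was not tested.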

Differences from the paper's values

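The paper reports 713 DEGs in MDA-MB-231 cells, and edgeR gave 1119 at the paper's threshold, an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 (713), one fit of all 8 libraries (694), the fit with the replicate number as a block, and limma on log2(FPKM + 1) (958) and log2(FPKM + 0.1) (943) were within 1.5 times the paper's count. DESeq2 size factors in edgeR (1107), no filter (2084), an absolute log2 fold change above 1 in edgeR (301) or DESeq2 (182), and each library left out (128 to 4950) were not. The paper reports 189 DEGs in BT-549 cells, and edgeR gave 294. DESeq2 (189), an absolute log2 fold change above 1 (152) and the fit without CM replicate 1 were within 1.5 times. DESeq2 size factors in edgeR (292), no filter (660), one fit of all 8 libraries (623), the block, limma (381 and 378), DESeq2 with the fold threshold (107) and the fits without CM replicate 2 (76), CN replicate 1 (1631) or CN replicate 2 (2459) were not. The paper reports 21 genes in both cell lines, and edgeR gave 37. DESeq2 (21) and the fits without MDA-MB-231 CM replicate 2 (15) or BT-549 CM replicate 1 (20) were within 1.5 times. DESeq2 size factors in edgeR (37), no filter (99), one fit of all 8 libraries (59), the block, limma (43 and 40), the fold threshold in edgeR (10) or DESeq2 (8), and the fits without each other library (6 to 230) were not. DESeq2 is the setting under which all 3 counts equal the paper's. It tested 29103 genes in MDA-MB-231 and 26921 in BT-549 cells, with no filter on low counts. At this threshold, chance alone would give 1455 and 1346 of these, more than the 713 and 189 found. The paper's text does not name the tool for these counts.

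The second principal component held 3.27% of the variance, and about 6.5% in Fig. S5A, read by eye. On log2(FPKM + 1) it held 6.84%, and with no filter 4.59%, both within 1.5 times. The 500 genes of highest variance (0.247%), DESeq2 size factors (3.25%), scaled genes (15.3%) and each library left out (3.32% to 4.07%) were not.

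The paper shows IGFBP7 as lower in both cell lines in Fig. 5D. All 7 genes of that figure had the paper's direction in both cell lines, and IGFBP7 in BT-549 cells had an unadjusted p = 0.0515 in edgeR and 0.0192 in DESeq2. The paper chose these genes from the same libraries, so their direction is not independent evidence. Fig. S5C shows cell adhesion molecules as higher in BT-549 cells cultured with CM, and the list used here had a median of -0.17 (adjusted p = 0.142). Fig. S5B shows apoptosis as higher in MDA-MB-231 cells, not past its threshold, and the list used here had a median of -0.03 and a mean of 0.00 (adjusted p = 0.908). These lists are not the KEGG pathways. Oxidative phosphorylation and the ribosome, shown as lower in MDA-MB-231 cells, and ECM-receptor interaction, shown as lower in BT-549 cells, had lists with medians below 0 here. Both come from the same libraries, so the shared direction is not independent evidence.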

Other observations

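None of the 13 mRNAs of proteins that the paper measured or discusses passed an adjusted p under 0.05 in either cell line. This held in DESeq2 and in the main edgeR fit. The latter used all libraries of a cell line, the medium alone and the filter on low counts. In MDA-MB-231 and BT-549 cells, HSPA5, which encodes the chaperone BiP, had log2 fold changes of -0.09 and 0.08, EIF2S1, which encodes eIF2α, -0.24 and 0.25, and DDIT3, which encodes CHOP, 0.34 and -0.04. BAX was at 0.32 and -0.08, BCL2 at 0.38 and 0.17, MKI67 at 0.19 and 0.40, PCNA at -0.11 and 0.17, CDH1 at 1.06 and -0.68, CDH2 at -0.44 and -0.12, TNFRSF10A at 0.27 and 0.34 and TNFRSF10B at 0.22 and -0.03. Over both media, CDH1 was at only 0.785 ± 0.741 CPM in MDA-MB-231 and 1.94 ± 0.730 CPM in BT-549 cells (SD, n = 4 libraries). CDH2 was at 2.30 ± 0.558 CPM in MDA-MB-231 cells, so these folds rest on few counts. BAX in BT-549 cells was spread widely, at 41.2 ± 18.2 CPM. PPIB, which encodes cyclophilin B, was at 0.34 in MDA-MB-231 cells (unadjusted p = 0.321, edgeR) and -0.78 in BT-549 cells (unadjusted p = 0.0106, edgeR), and BSG, which encodes the cyclophilin receptor CD147, was at 0.09 and -0.49. The difference of these 2 responses of PPIB, BT-549 minus MDA-MB-231, was -1.14 (unadjusted p = 0.0238, edgeR). No gene passed an adjusted p under 0.05 in that edgeR test (smallest adjusted p = 0.747). These are mRNA levels after 72 h and say nothing of the proteins, their phosphorylation or secretion.

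Marker genes of luminal MCF7 cells were measured in MDA-MB-231 cells to look for RNA carried over in the medium. ESR1 was at 1.48 ± 0.0147 CPM in CM and 0.613 ± 0.357 CPM in CN (SD, n = 2), TFF1 at 1.84 ± 1.47 and 0.668 ± 0.380 CPM, ELF3 at 3.71 ± 0.444 and 1.36 ± 0.322 CPM, CLDN7 at 7.37 ± 0.266 and 4.81 ± 0.0281 CPM, and KRT18, which both cell types express, at 207 ± 6.58 and 210 ± 49.0 CPM. Of the 20 measured luminal genes, 11 were above 0 and 9 below. Among those below, chosen here after their values were seen, were CLDN3 (-0.83), GATA3 (-0.53), SPDEF (-0.25), FOXA1 (-0.06), EPCAM (-0.04) and GREB1 (-0.02). The list of luminal genes had a median of 0.10 in MDA-MB-231 cells (adjusted p = 0.128 by camera) and -0.03 in BT-549 cells (adjusted p = 0.996).

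In MDA-MB-231 cells, 17 lists did not pass by camera. LXR targets had a median of -0.24 and cholesterol synthesis -0.10 (adjusted p = 0.0801 each), and NF-kappaB targets 0.04 and fatty acid synthesis -0.09 (adjusted p = 0.128 each). Proliferation genes were at -0.06 (adjusted p = 0.211), ER chaperones at -0.06 and respiratory chain genes of the mitochondrial genome at -0.39 (adjusted p = 0.464 each), and extracellular matrix genes at 0.23 and PERK-ATF4-CHOP stress genes at -0.08 (adjusted p = 0.530 each). The p53 targets were at 0.09, cell adhesion molecules at -0.03, immediate early and heat shock genes at -0.07 and lysosome and autophagy at -0.01 (adjusted p = 0.544 each), with a mean of 0.03 and a test that pointed up for the last. NRF2 targets were at -0.01 with a mean of 0.08 and a test that pointed up (adjusted p = 0.566), mesenchymal and migration genes at -0.06 with a mean of 0.04 and a test that pointed down (adjusted p = 0.667), and apoptosis regulators at -0.03 (adjusted p = 0.908).

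In BT-549 cells, 13 lists did not pass. Mesenchymal and migration genes had a median of -0.09 and fatty acid synthesis -0.04 (adjusted p = 0.117 each), cholesterol synthesis 0.15 (adjusted p = 0.119), and ER chaperones -0.12 and apoptosis regulators -0.04 (adjusted p = 0.196 each). Hypoxia and glycolysis was at -0.07 (adjusted p = 0.543), NRF2 targets at 0.05 (adjusted p = 0.608), p53 targets at -0.06 with a test that pointed up (adjusted p = 0.665), ribosomal proteins at -0.06 (adjusted p = 0.863), lysosome and autophagy at -0.03 (adjusted p = 0.872) and nuclear genes of oxidative phosphorylation at 0.01 with a mean of -0.04 and a test that pointed up (adjusted p = 0.954). Cell adhesion molecules had 12 of 33 members above 0. IL6, an inflammatory cytokine, was at 1.54 and CLDN1, a tight junction gene, at 1.40, and the chaperone HSPH1 was at 0.59.

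Across both cell lines, edgeR called 0 of 17019 genes at an adjusted p under 0.05 (377 at an unadjusted p, where chance alone would give 851), and DESeq2 called 5 genes: ABCA1 (-1.95), IFI44 (-1.17), GDF15 (1.24), COL1A2 (-1.71) and OAS2 (-2.15). In the difference of the responses, edgeR called 0 genes (904 at an unadjusted p, where chance alone would give 851), and DESeq2 called 14, with NEAT1 (-1.86), COL1A1 (-2.53) and TNFSF15 (-3.12) among them. Chance cannot be excluded for the count across both cell lines at an unadjusted p, where 20 of 34 splits of the libraries into CM and CN gave at least the real 377, and the highest other gave 2934. At an adjusted p, the comparison of the 34 splits says nothing of chance, since every split gives at least the real 0 genes in edgeR, and the highest other gave 57. The split by replicate number gave 1916, and 3 of the 5 highest part the BT-549 libraries by replicate number, which points to a structure of the samples.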
